# Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads

**DOI:** 10.1186/1471-2164-12-404

**Published:** 2011-08-08

**Authors:** Matthew C Hale, Peng Xu, Julie Scardina, Paul A Wheeler, Gary H Thorgaard, Krista M Nichols

**Keywords:** Sex-biased expression, ovary, testis, microarray, candidate genes

## Abstract

**Background:**

There are large differences between the sexes at the genetic level; these differences include heterogametic sex chromosomes and/or differences in expression of genes between the sexes. In rainbow trout (*Oncorhynchus mykiss*) qRT-PCR studies have found significant differences in expression of several candidate sex determining genes. However, these genes represent a very small fraction of the genome and research in other species suggests there are large portions of the transcriptome that are differentially expressed between the sexes. These differences are especially noticeable once gonad differentiation and maturation has occurred, but less is known at earlier stages of development. Here we use data from a microarray and qRT-PCR to identify genes differentially expressed between the sexes at three time points in pre-hatch embryos, prior to the known timing of sexual differentiation in this species.

**Results:**

The microarray study revealed 883 differentially expressed features between the sexes with roughly equal numbers of male and female upregulated features across time points. Most of the differentially expressed genes on the microarray were not related to sex function, suggesting large scale differences in gene expression between the sexes are present early in development. Candidate gene analysis revealed *sox9*, *DMRT1*, *Nr5a1 *and *wt1 *were upregulated in males at some time points and *foxl2*, *ovol1*, *fst *and *cyp19a1a *were upregulated in females at some time points.

**Conclusion:**

This is the first study to identify sexual dimorphism in expression of the genome during embryogenesis in any fish and demonstrates that transcriptional differences are present before the completion of gonadogenesis.

## Background

Genetic differences between the sexes can broadly be separated into two groups: differences in the transcription level, where the abundance of a particular gene transcript(s) differs between the sexes (a phenomenon known as sex-biased expression), and heterogametic sex chromosomes that are present in one sex and absent in the other. These two mechanisms can occur together, and often species that lack differentiated sex chromosomes exhibit sex specific gene expression [1,2]. Many studies have shown that sex-biased differences in gene expression are present after sex determination and differentiation has taken place; sex bias in gene expression has been documented in multiple species including fruit flies (*Drosophila sp*) [3-5], the worm (*Caenorhabditis elegans*) [6], the mouse (*Mus mus*) [7], chicken (*Gallus gallus*) [8,9], the flour beetle (*Tribolium *castaneum) [10] and zebra fish (*Danio rerio*) [11,2] (See [12] for review). Most (but by no means all) studies have found male bias in gene expression, with more genes upregulated in mature males than mature females [e.g. [5,7,2]]. This is hypothesized to be due to strong sexual selection in males in the form of female choice, and/or sperm competition [12,13].

Patterns of sex-biased gene expression are extremely variable both within and between species, and there are marked differences in the proportion, number, and identity of genes that are differentially expressed depending on the tissue type and developmental stage examined. For example 4% of the adult whole-body transcriptome exhibited sex-biased expression in mice [14] to as high as 88% in *Drosophila *[15]. Sex-biased expression also varies within different tissues of the same individual. For example, Yang et al. [7] studied sex-biased expression in *Mus *and found that brain tissue exhibits fewer sex-biased genes (13%) than muscle (55%), adipose (68%) and liver (72%) tissue. Other studies (on model organisms like *Drosophila *and zebra fish) report similar differences with the greatest percentage of sex-biased expression frequently being in the gonad transcriptome of sexually mature adults [e.g. [16,7,2]].

Although sex-bias in expression seems to be a common phenomenon in many different species, most studies have used sexually mature specimens or individuals (i.e. juveniles) that have already undergone differentiation of the gonads (either whole individuals or tissue specific transcriptomes). However, substantially less information is available on the level of sex-biased expression in un-differentiated embryos. Studies in the pre-implantation stage of embryogenesis in mouse found that roughly 3% of the transcriptome is differentially expressed between the sexes [17,18]. In chicken, levels of sex-biased expression in embryos after differentiation have been compared with adults, and unsurprisingly found far less sex-biased expression in embryos [9]. This suggests that the amount of sex-biased expression in the transcriptome changes throughout development through the juvenile and adult stages, and that sex-biased expression patterns may be present very early in development. The extent to which biases in gene expression occur prior to gonad differentiation, however, have not been fully explored.

Genetic differences between the sexes also occur due to the presence of heteromorphic sex chromosomes. Genetic sex determination (GSD) is most often thought of as being initiated by a switch in one sex that begins the gonad differentiation cascade [see [19] for review]. However, despite the widespread importance of genetic sex determination across taxonomic groups, surprisingly little is known about the genes involved in the cascade in fishes [see [20-23] for review]. Unlike mammals (for which the gene *SRY *is the primary switch that initiates the cascade [24]), fish species with GSD appear to use a range of different loci, with *DMY *in medaka the only known example of a primary switch [25,26]. Karyotype and inheritance studies have shown there are a number of fish species that have GSD, but the loci responsible have yet to be determined. Sex can also be determined by a set of genes presumably on both the sex chromosomes and the autosomes that act in concert to determine sex, e.g. many species of livebearers including the platyfish *Xiphophorus maculatus *[[27]; reviewed in [21]]. Rainbow trout (*Oncorhynchus mykiss*) are known to have GSD, but the mechanisms triggering the differentiation of testes and ovaries during development have not yet been revealed. However, a number of studies have identified candidate sex determination genes that are differentially expressed as early as the onset of exogenous feeding, and presumably during the differentiation process [28,29], but no studies have yet identified the sex determination gene on the Y chromosome. Moreover, these studies evaluated candidate genes known to be important for sex determination in other species. A whole-transcriptome approach may be better suited for determining as-yet unidentified sex determination genes, while also revealing the patterns of sex bias in gene expression at the earliest time points in development.

Our aims here were twofold: 1) to evaluate differences in gene expression between the sexes in pre-hatch embryos of rainbow trout on a genome-wide level using a microarray analysis to: a) determine how much of the transcriptome appears to be differentially expressed between the sexes early on in development (i.e. identify sex bias in gene expression on a global level), and b) identify genes which are known to be involved in the sex differentiation cascade in model organisms, and 2) to characterize the expression profiles of a set of candidate sex genes that are known to be differentially expressed at the onset of exogenous feeding (swim up) in an attempt to ascertain the time point earlier in development when these genes are being turned on. This study focuses on three development time points: 15 days post-fertilization (dpf; eyed stage; 165 degree days), 19 dpf (caudal flexing stage; 209 degree days) and 28 dpf (beginning of hatch stage; 308 degree days). This combination of approaches identifies sex bias in gene expression at some of the earliest time points in development on a genome-wide level, even before the onset of sex determination and phenotypic sex differentiation, while also evaluating the timing of genes known for their role in the sex determination cascade in other species.

## Results

Samples used in this experiment were from a fourth generation backcross between two clonal lines of rainbow trout (*Oncorhynchus mykiss*), as described in Xu et al. [30]. One line (Clearwater, CW, YY male) possessed alleles for fast development, and the other line (Oregon State University, OSU, XX female) possessed alleles for slower development at a major QTL for embryonic development rate. Here we use samples from this cross to investigate sex differences in the expression in the early stages of development of *O. mykiss*.

### Microarray data results of differential expression between the sexes

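The microarray data came from 24 arrays hybridized with cDNA of 48 embryos, with 1 embryo in the Cy3 channel and 1 in the Cy5 channel of each array. The array is the salmonid cDNA array of the cGRASP consortium, on which each spot holds an expressed sequence tag (EST) cloned from a salmonid fish. The embryos were of 15, 19 and 28 days post fertilization (dpf) and carried either OSU/CW or OSU/OSU at a quantitative trait locus (QTL) for development rate, where CW is the allele of the fast and OSU that of the slow clonal line. Each combination of sex, genotype and time point had 4 embryos. Both embryos of an array had the same sex and age and differed in genotype. Each comparison of females with males therefore set 4 arrays against 4 other arrays, and the comparisons of both genotypes at a time point used the same 8 arrays. The OSU/CW embryo was in the Cy5 channel on 3 of 4 female and 1 of 4 male arrays at 15 dpf, and on 2 of 4 arrays of each sex at 19 and 28 dpf. Replicates are named here by the number of their array.

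The authors deposited the scanner's intensity of each spot and of its local background for both channels, without background subtraction or normalization. Of the spots of each array, 16067 carry 16028 different ESTs, 907 are blank or empty and 96 hold Arabidopsis sequences. The median signal of the EST spots ranged from 1061 to 16091 over the 48 channels, with a median of 4451. Signal over local background was 1.20 to 1.97 (median 1.59) at 15 dpf, 1.22 to 3.83 (median 1.81) at 19 dpf and 2.11 to 5.79 (median 3.20) at 28 dpf. Between 3617 and 13395 EST spots per channel were brighter than the 90th percentile of the negative controls. The number of arrays limits the precision of every comparison.

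For the values given here, the background was corrected with limma's normexp method (offset 50), the channels of each array were brought together by loess, and the arrays by the Aquantile method. Spots that the scanner software marked as poor were left out and spots of the same EST were averaged. A feature was tested where its signal was above that percentile in at least 16 of 48 channels and where at least 2 arrays of each sex and time point measured it, which left 11438 features. The log2 intensities were fitted with the 12 combinations of sex, genotype and time point and with dye as fixed effects, and with array as a random effect through 1 correlation within arrays (0.518) for all features. The methods ask for an overall test of the model at an FDR of 0.05 and then for an FDR of 0.2 across all 66 pairwise contrasts. The second step was read here as a single adjustment over the p-values of all 66 contrasts of the features that passed the first. Features that passed both steps in a comparison of the sexes are named called features. Differences are females minus males on the log2 scale, so that positive values are higher in females. They are adjusted for dye, and at 15 dpf or where a spot is missing they are not exactly the difference of the printed means.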

Microarray data from the experiments have been submitted to the Gene Expression Omnibus database http://www.ncbi.nlm.nih.gov/geo/ according to MIAME guidelines. The series accession number is GSE13570. 

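The overall test was passed by 1626 features (14.2% of those tested). Applied to their pairwise contrasts, the FDR of 0.2 put the limit at an unadjusted p of 0.106. Of the 56754 contrasts under this limit, 90.7% compared different time points, which 48 of the 66 contrasts do. At this limit 1137 features were called between females and males in at least one of the 6 comparisons, 627 of them in one comparison and 160 in 3 or more. In each comparison, chance alone would place 172 of the features that passed the overall test under the limit. The setting that moved the total most was an adjustment within each comparison. With Benjamini-Hochberg adjustment over the tested features, limma gave 0 features at an FDR of 0.05 in every comparison, where 323 to 1261 features per comparison had an unadjusted p under 0.05. When each feature was fitted with its own mixed model in place of limma's moderated fit, the rule of the methods gave 420 features in total.

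At an FDR of 0.2 within each comparison 3 features were called. CA045393, an EST without a known match, was higher in 15 dpf males of both genotypes, and CA060122, matched to Protein GPR89A, in 19 dpf males of OSU/OSU. CA063234, matched to Cornichon homolog 4, was higher in 28 dpf males, and of the 3 it alone was chosen for naming after its values were seen. Its log2 intensity in OSU/OSU was 9.72 ± 0.65 (SD, n = 3) in females and 11.26 ± 0.08 (SD, n = 4) in males, a difference of -1.57 (standard error 0.31, limma adjusted p = 0.0974), and in OSU/CW it was 9.60 ± 0.26 (SD, n = 3) and 11.13 ± 0.16 (SD, n = 4), a difference of -1.49 (limma adjusted p = 0.227). In both genotypes every male was above every female.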

Controlling for the false discovery rate in multiple tests, 883 features were identified as differentially expressed between female and male embryos in at least one comparison. More features were differentially expressed between the sexes in samples from OSU/CW than OSU/OSU; these included 208 features from OSU/CW in 15 dpf embryos compared to 163 from OSU/OSU, 507 features in 19 dpf embryos from OSU/CW compared to 202 features from OSU/OSU, and 138 features in 28 dpf embryos from OSU/CW compared to 98 from OSU/OSU.

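In OSU/CW embryos 333 features were called at 15 dpf, 639 at 19 dpf and 140 at 28 dpf. In OSU/OSU embryos the counts were 230, 377 and 134. The 28 dpf counts of both genotypes were below the number that evenly spread p-values would place under the limit. This comparison was chosen after the results were seen. At an unadjusted p under 0.05, without the overall test, OSU/CW had 791 features at 15 dpf and OSU/OSU 581, against 571.9 expected by chance among those tested. OSU/OSU had 694 features at 19 dpf and 424 at 28 dpf by the same measure. The median standard error of a difference was 0.38 on the log2 scale at each time point. The fit takes the variance of a feature as the same at all time points, so the model itself makes these errors nearly equal. They therefore do not show whether the precision differed between time points.

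The counts moved with single arrays. In OSU/CW at 15 dpf the count was 166 without female replicate 14 and 594 without female replicate 35, and in OSU/OSU it was 168 and 415 without the same arrays, so that OSU/CW did not exceed OSU/OSU at 15 dpf without replicate 14. At 19 dpf the OSU/CW count was 375 without male replicate 22. At 28 dpf the OSU/OSU count was 82 without male replicate 23, and OSU/OSU had the larger count in 16 of 24 analyses that left out 1 array. These 16 left out female 15 dpf replicate 13, 14, 17 or 35, male 15 dpf replicate 18 or 31, female 19 dpf replicate 10, 15, 29 or 40, male 19 dpf replicate 22, female 28 dpf replicate 26 or 39, and male 28 dpf replicate 28, 33 or 37. The genotypes also changed places at 19 dpf among features detected in all 48 channels, with 54 called features in OSU/CW and 70 in OSU/OSU. At 28 dpf they did so with the mixed model for each feature (40 and 47), with the poor spots kept (144 and 158), with the FDR of 0.2 over 66 contrasts without the overall test (122 and 147) or over the 6 comparisons of the sexes (4 and 10), and with an unadjusted p under 0.01 after the overall test (11 and 14). On the authors' centred values rebuilt from the intensities, chosen after the data were seen, the counts at 28 dpf were 78 and 90 with the overall test and 85 and 103 without it.

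**Figure D1:**
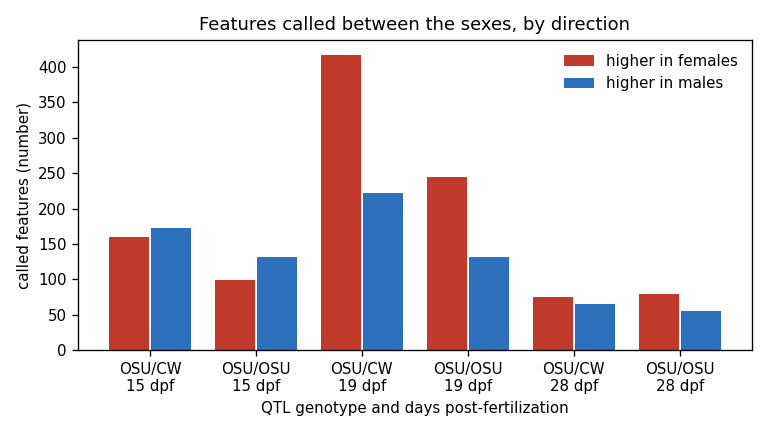
Number of called features in each of the 6 comparisons of females with males, split into features higher in females and features higher in males, by genotype and days post fertilization. OSU/CW at 19 dpf has the most called features (639) and OSU/OSU at 28 dpf the fewest (134).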

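A difference of at least 3-fold, in a comparison that called the feature, was found for 39 features (3.43% of the called features). Without the overall test, and with the FDR of 0.2 over all 66 contrasts, the count was 100, and without background subtraction it was 2. On the authors' centred values rebuilt from the intensities, with the same rule without the overall test, it was 300, a setting chosen after the data were seen. With each array left out in turn it ranged from 28 without female 19 dpf replicate 15 to 116 without female 19 dpf replicate 40. It was 78 without female 15 dpf replicate 35 and 87 without male 19 dpf replicate 27.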

To focus on features with large expression differences, there were 276 (32% of differentially expressed genes) features with a minimum of a 3-fold change expression difference between the sexes in at least one comparison. The top 15 features with the greatest differences in expression at 15, 19 and 28 dpf are shown in Tables 1, 2 and 3 (see Additional File 1 for complete list of genes). 

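Tables 1, 2 and 3 give 90 differences, of which 73 belong to features that were tested here. The tables do not give the genotype. It was taken from the ratios of Additional File 1, where 79 of the 90 had the same ratio and 11 were placed by the nearest one. All 73 had the direction of the tables, 19 were called and 27 were at least 3-fold. Their median difference was 2.61-fold here, and the paper's own values for the 90 have a median of 4.76-fold. By a rule fixed beforehand with the paper's values in view, the 2 largest differences in each direction of each table were taken, with ties, and 10 of these 14 features were tested here. Parvalbumin beta 1 (CB510281) in OSU/OSU at 15 dpf had a log2 intensity of 9.46 ± 0.86 (SD, n = 3) in females and 10.19 ± 0.46 (SD, n = 4) in males, a difference of -0.88 (standard error 0.39), and was called. It was not called without female 15 dpf replicate 35 (-0.51) or male 15 dpf replicate 41 (-0.63), nor with loess alone (-0.80), with the poor spots kept (-0.43), with only the 8 arrays of 15 dpf in the fit (-0.77) or under any of the other rules for calls. Cellular retinaldehyde-binding protein (CA051515) in OSU/CW at 19 dpf had 11.37 ± 0.88 (SD, n = 4) in females and 9.97 ± 1.33 (SD, n = 4) in males, a difference of 1.41 (standard error 0.51), and was called. It was not called without background subtraction (0.85), with the mixed model for each feature, with only the 8 arrays of 19 dpf in the fit, with an FDR of 0.2 over the 6 comparisons of the sexes or within the comparison, or on the rebuilt values of the authors (2.41), chosen after the data were seen. Aryl hydrocarbon receptor 2b (CA058992) in OSU/OSU at 28 dpf had 9.28 ± 1.73 (SD, n = 3) in females and 11.51 ± 0.25 (SD, n = 3) in males, a difference of -2.19 (standard error 0.54), and was called. It was not called without female 28 dpf replicate 36 (-1.49) or without background subtraction (-1.23), nor with the mixed model for each feature, with only the 8 arrays of 28 dpf in the fit or with an FDR of 0.2 within the comparison. In none of the 10 features did all females lie apart from all males.

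The other 7 features did not pass the overall test. Their differences were 1.16 for small inducible cytokine B14 (CA044503, OSU/CW 15 dpf), -1.40 for CA045222 (OSU/CW 19 dpf), -1.65 for arachidonate 5-lipoxygenase (CA055654, OSU/CW 19 dpf), 1.35 for transmembrane protein 35 (CB515363, OSU/OSU 28 dpf), 1.64 for granulins precursor (CA050193, OSU/OSU 28 dpf), -1.85 for ubiquinol-cytochrome-c reductase core protein 2 (CA769703, OSU/CW 28 dpf) and -2.15 for profilin-2 (CB492678, OSU/CW 28 dpf). Single arrays held 4 of them. The difference was -0.22 for profilin-2 and -0.46 for CA769703 without female 28 dpf replicate 36, -0.67 for arachidonate 5-lipoxygenase without female 19 dpf replicate 15 and 0.31 for granulins precursor without male 28 dpf replicate 33. CA045222 was called without female 19 dpf replicate 40 (-1.78) and arachidonate 5-lipoxygenase without female 19 dpf replicate 10 (-2.53). The SD of transmembrane protein 35 in males (2.48) rests on 2 values.

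**Figure D2:**
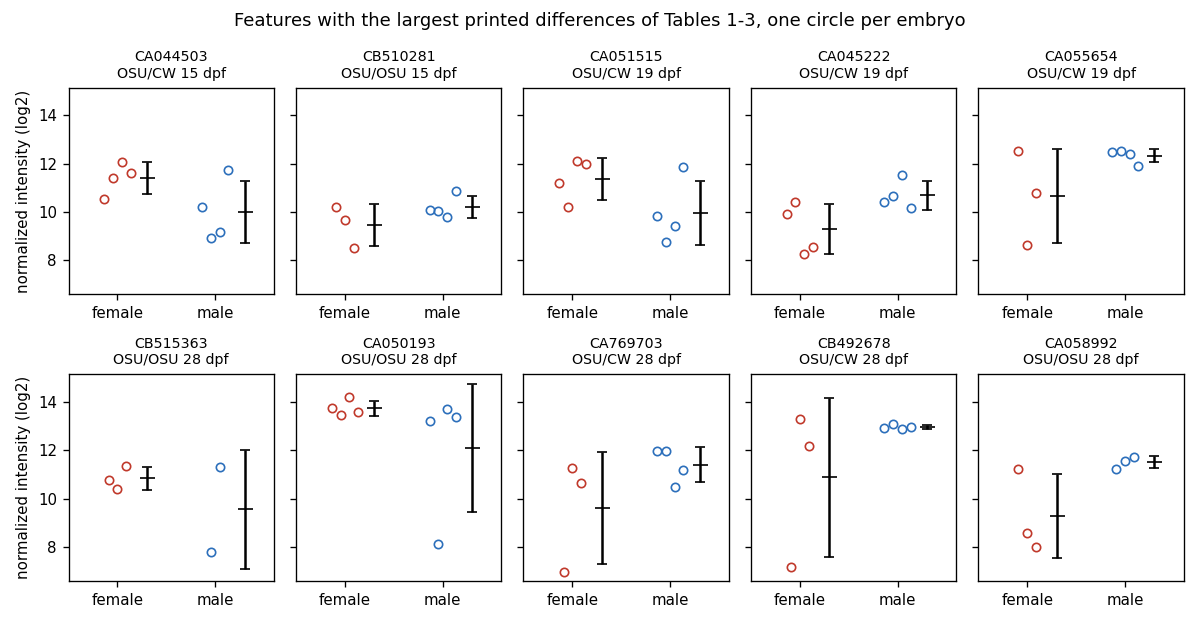
Log2 intensity of 10 features of Tables 1 to 3 in the comparison to which their printed ratio was matched, with a circle for each embryo and the mean ± SD of females and of males. The lowest circle of profilin-2 in females (7.15) and of granulins precursor in males (8.13) lies far below the other embryos of its group.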

Of the features differentially expressed at 15 dpf, 48 features were higher expressed in males, and 51 were greater expressed in females. 

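At 15 dpf, 6 called features were at least 3-fold higher in males and 3 in females in either genotype. Those higher in females, named after their values were seen, were collagen alpha-1(X) chain precursor (CB498386), plexin-A1 precursor (CB516498) and the unmatched CA047240. The largest difference was that of CA045393. Its log2 intensity was 10.63 ± 1.20 (SD, n = 4) in OSU/CW females and 13.28 ± 0.17 (SD, n = 4) in OSU/CW males, a difference of -2.75 (standard error 0.55, limma adjusted p = 0.163 within the comparison), and 10.36 ± 1.11 (SD, n = 4) against 13.33 ± 0.22 (SD, n = 4) in OSU/OSU, a difference of -2.87 (limma adjusted p = 0.0858). The female values of this feature spread from 9.30 to 12.17 and the male values from 13.05 to 13.57 over both genotypes. It was not called in either genotype without female replicate 13 (-2.30 and -2.56). Of the other features measured in all 8 embryos and without overlap of the sexes, those with the smallest p in OSU/CW were N-acetyltransferase 5 (CB498685, 1.28, limma adjusted p = 0.354) and fast skeletal muscle myosin heavy chain (CB497013, -1.40, limma adjusted p = 0.354), and in OSU/OSU ubiquitin-conjugating enzyme E2 D4 (CB508919, -1.64, limma adjusted p = 0.344) and the unmatched CA059811 (-1.86, limma adjusted p = 0.598). CB498685 was not called without female replicate 13, 14 or 17 (1.33, 1.10 and 1.29), CB508919 without female replicate 14 (-1.35) and CA059811 without female replicate 13 or 17 (-1.70 and -1.75). With only the 8 arrays of 15 dpf in the fit none of these 5 features was called. With the mixed model for each feature all but CB497013 were not called, CA045393 in both genotypes. Without background subtraction CB498685, CB508919 and CA059811 were not called (0.94, -0.82 and -0.51). CB498685 was also not called without the dye term or with the poor spots kept (1.48 and 1.31), nor CA059811 with loess alone (-1.86).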

The most common GO terms associated with these features were cell cycle regulation (36.8%), muscle contraction and development (13.2%) and transport (9.2). 

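At 19 dpf, 15 called features were at least 3-fold higher in females and 10 in males in either genotype. In OSU/CW these were 14 in females and 4 in males, and in OSU/OSU 1 in females and 7 in males. Named after their values were seen, the 4 in OSU/CW males were gastric cancer antigen Zg14 homolog (CA037098), PAX interacting protein 1 (CA051319), creatine kinase B-type (CA058765) and GP2 (CB502715), and the 1 in OSU/OSU females was glutathione peroxidase 2 (CA037513). The features measured in all 8 embryos and without overlap of the sexes that had the smallest p in OSU/CW were all higher in females. The unmatched CA050836 differed by 2.03 (11.73 ± 0.86 in females and 9.70 ± 0.69 in males, SD, n = 4 each, limma adjusted p = 0.213 within the comparison), small acidic protein (CB511882) by 1.97 and basigin precursor (CA045023) by 1.22, both with the same adjusted p. Basigin precursor was not called without female replicate 10, 15 or 29 (1.26, 1.08 and 1.11) or without male replicate 22 (1.25). In OSU/OSU they were all higher in males. Protein GPR89A (CA060122) had 9.52 ± 0.51 (SD, n = 4) in females and 11.26 ± 0.49 (SD, n = 4) in males, a difference of -1.74 (standard error 0.34, limma adjusted p = 0.0731), and differed by -1.13 in OSU/CW, where the sexes overlapped. Pancreatic secretory granule glycoprotein GP2 (CB502715) differed by -2.12 and Pax-7 (CB493668) by -1.55 (limma adjusted p = 0.358 and 0.502). GP2 was not called without female replicate 10, 15 or 29 (-2.16, -1.77 and -2.18) or male replicate 27 (-1.37). None of these 6 features was called with only the 8 arrays of 19 dpf in the fit. Without background subtraction Protein GPR89A (-0.55), GP2 (-1.23), Pax-7 (-0.51) and basigin precursor (0.62) were not called. With the mixed model for each feature small acidic protein, basigin precursor, GP2 and Pax-7 were not called, with loess alone GP2 and Pax-7 (-1.80 and -1.29), and without the detection filter basigin precursor.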

In the 19 dpf samples 85 features were higher expressed in males, and 45 were higher expressed in females. The most common GO terms were cell cycle regulation (30.1%), protein metabolism (11.7%) and lipid metabolism (10.7%). 

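At 28 dpf, 3 called features were at least 3-fold higher in females and 2 in males in either genotype. Higher in females were ribosome biogenesis protein TSR1 (CB497018), gamma crystallin M2 (CB497240) and CA044290, and higher in males aryl hydrocarbon receptor 2b (CA058992) and the unmatched CA060035. All of these but CA058992 were named after their values were seen. Cornichon homolog 4 (CA063234), with values of only 3 females, was higher in males without overlap in both genotypes (-1.49 and -1.57) and had a smaller p than the features that follow. Those were measured in all 8 embryos without overlap of the sexes and were higher in females. Nattectin precursor (CA036551) had 11.08 ± 0.55 (SD, n = 4) in OSU/OSU females and 9.76 ± 0.30 (SD, n = 4) in OSU/OSU males, a difference of 1.32 (standard error 0.33, limma adjusted p = 0.860 within the comparison), and it differed by 0.87 in OSU/CW. Protein BTG1 (CB498249) differed by 0.81 in OSU/CW, and mitochondrial ribosomal protein 63 (CB507626) by 1.09 in OSU/OSU, which was not called without female replicate 26 (1.04) or male replicate 37 (1.06). With only the 8 arrays of 28 dpf in the fit none of these 3 features was called. Without background subtraction nattectin precursor in both genotypes (0.41 and 0.52) and CB507626 (0.52) were not called, and with the mixed model for each feature CB507626. With loess alone BTG1 (0.52), CB507626 (0.75) and nattectin precursor in OSU/CW (0.48) were not called. BTG1 was also not called on the rebuilt values of the authors (0.69), with or without the overall test, which were chosen after the data were seen. After adjustment within the comparison, limma's p of these 3 features was 0.99859 or above, apart from that of nattectin precursor in OSU/OSU.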

In the 28 dpf samples 26 features were upregulated in males and 21 features were upregulated in females. The most common GO terms were cell cycle regulation (35.5%), protein synthesis (12.9%) and transport (12.9%).

**Table 1:** Top 15 features with greatest difference in expression between the males and females rainbow trout embryos (15 dpf), genes above the line are upregulated in females, below the line upregulated in males

ID	Blast hit	F/M	P-value
**Female-upregulated genes**			
CA044503	Small inducible cytokine B14 precursor	13.59	1.96E-03
CA063549	Apolipoprotein F precursor	10.15	3.23E-04
CB510226	Parvalbumin-2	7.51	9.16E-03
CB493442	Sorcin	6.40	3.29E-03
CB496453	Gap junction beta-4 protein	6.27	5.94E-03
CA039346	Ornithine aminotransferase, mitochondrial precursor	6.05	2.21E-05
CB509706	Parvalbumin-2	5.97	1.35E-02
CB504468	Elastase-1	5.44	6.30E-04
CA060056	Ornithine decarboxylase antizyme 2	4.78	4.41E-03
CB510525	Guanine nucleotide-binding protein G(t) subunit alpha	4.36	1.13E-02
CA038163	Complement C3-1	4.34	2.43E-03
CB510736	DNA-binding protein inhibitor ID-2	4.20	4.08E-03
CK991090	Glycerol-3-phosphate dehydrogenase 1-like protein	4.02	7.79E-03
CB496738	mRNA-binding protein expressed during iron starvation	3.80	5.48E-03

**Male upregulated genes**			
CB517495	Nuclear pore complex protein Nup88	0.08	1.56E-03
CB510281	Parvalbumin beta 1	0.10	5.76E-03
CA038193	Fatty acid-binding protein, liver	0.14	9.81E-05
CB498670	Proteasome maturation protein	0.16	6.17E-04
CA051876	60S ribosomal protein L19	0.16	3.03E-04
CK990989	Elongation factor 1-alpha, oocyte form	0.17	1.38E-02
CB498109	SWI/SNF-related matrix-associated actin-dependent regulator of chromatin subfamily E member 1-related	0.19	9.28E-03
CB515883	Sodium/potassium-transporting ATPase subunit beta-233	0.20	2.41E-03
CB503485	BTB/POZ domain-containing protein KCTD5	0.21	3.65E-04
CA051876	60S ribosomal protein L19	0.21	1.06E-02
CA045072	Staphylococcal nuclease domain-containing protein 1	0.22	3.10E-02
CB511669	Protein BCCIP homolog	0.22	2.02E-03
CA769320	Fatty acid-binding protein, intestinal	0.23	5.93E-03
CA047068	Sodium/potassium-transporting ATPase subunit beta-3	0.23	8.94E-03
CK990989	Elongation factor 1-alpha, oocyte form	0.23	4.85E-03

**Table 2:** Top 15 annotated features with a three-fold difference in expression between female and male rainbow trout embryos (19 dpf), genes above the line are upregulated in females, genes below the line are upregulated in males

ID	Blast hit	F/M	P-value
**Female upregulated genes**			
CA042004	High-affinity copper uptake protein 1	5.38	2.73E-04
CA051515	Cellular retinaldehyde-binding protein	5.32	2.47E-03
CK991151	Transcription factor HES-1	4.94	7.97E-02
CB496523	15-hydroxyprostaglandin dehydrogenase [NAD+]	4.66	3.94E-03
CA053442	Medium-chain specific acyl-CoA dehydrogenase, mitochondrial precursor	4.50	8.81E-01
CB501058	putative acyl-CoA dehydrogenase	4.41	4.76E-04
CA046470	Oncorhynchus mykiss CD59-like protein (CD59) mRNA, complete cds	4.27	5.16E-03
CB515011	Galectin-3-binding protein precursor	4.21	1.39E-02
CA045033	Trypsin-1 precursor	4.20	5.48E-01
CA037513	Glutathione peroxidase 2	4.09	4.84E-01
CA038646	Periostin precursor	4.02	1.27E-03
CB494589	Glycogen phosphorylase, muscle form	3.96	2.79E-02
CA048635	Peroxisomal NADH pyrophosphatase NUDT12	3.87	9.97E-04
CK990305	Protein RCC2 homolog	3.86	5.53E-01
CA049909	Developmentally-regulated RNA-binding protein 1	3.74	1.80E-04

**Male up regulated genes**			
CA045222	PREDICTED: similar to MGC82565 protein isoform 1 [Danio rerio]	0.15	3.56E-03
CA055654	Arachidonate 5-lipoxygenase	0.16	4.37E-03
CA039066	Tripeptidyl-peptidase 1 precursor	0.16	1.06E-01
CB509577	Prolargin precursor	0.17	1.16E-02
CA058492	novel protein [Xenopus tropicalis]	0.17	4.09E-03
CB510525	Guanine nucleotide-binding protein G(t) subunit alpha	0.17	1.15E-01
CA051319	PAX interacting	0.18	1.31E-02
CA056706	Tektin-4	0.18	1.43E-03
CA058670	Stabilin-2 precursor	0.19	3.46E-04
CA044989	Plastin-1	0.19	4.54E-03
CB497295	NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 2, mitochondrial precursor	0.19	1.10E-02
CA051876	60S ribosomal protein L19	0.20	3.79E-02
CB494343	Adenosylhomocysteinase B	0.21	8.60E-03
CB510525	Guanine nucleotide-binding protein G(t) subunit alpha	0.21	5.48E-03
CA058492	novel protein [Xenopus tropicalis]	0.22	1.33E-01

**Table 3:** Subset of non-redundant, annotated features with a three-fold difference in expression between female and male rainbow trout embryos (28 dpf)

ID	Blast hit	F/M	P-value
**Female upregulated**			
CB515363	Transmembrane protein 35	9.77	6.87E-03
CA050193	Granulins precursor	4.65	1.22E-02
CK991016	40S ribosomal protein SA	4.33	4.46E-03
CB509406	Phosphoribosyl pyrophosphate synthetase-associated protein 1	4.04	4.43E-04
CA046429	Pituitary tumor-transforming gene 1 protein-interacting protein precursor	3.76	1.64E-03
CB515607	Eukaryotic initiation factor 4A-I	3.51	6.07E-04
CB488623	Fatty acid-binding protein 1, liver	3.51	4.67E-03
CA044543	Apolipoprotein D precursor	3.30	3.81E-04
CA768033	Coatomer subunit alpha	3.23	9.30E-03
CB507253	pfam00909, Ammonium_transp, Ammonium Transporter Family	3.19	2.20E-02
CB504468	Elastase-1	3.14	1.34E-02
CB496736	Cytochrome c oxidase subunit 5A, mitochondrial precursor	3.09	4.76E-03
CB488623	Fatty acid-binding protein 1, liver	2.94	1.32E-02
CB496795	Serine/threonine-protein kinase Sgk3	2.91	8.97E-03
CA042983	Diamine acetyltransferase 1	2.79	4.43E-03

**Male upregulated**			
CA769703	Ubiquinol-cytochrome-c reductase complex core protein 2, mitochondrial precursor	0.07	2.29E-03
CB492678	Profilin-2	0.09	1.18E-02
CA058992	Salmo salar aryl hydrocarbon receptor 2b (AhR2) gene, exons 5 and 6	0.09	1.90E-04
CB503189	60S ribosomal protein L12	0.11	8.40E-03
CB503189	60S ribosomal protein L12	0.12	1.17E-02
CB516729	ER lumen protein retaining receptor 2	0.12	5.16E-03
CB516729	ER lumen protein retaining receptor 2	0.15	9.97E-03
CK990246	Phosphatidic acid phosphatase type 2 domain-containing protein 1B	0.18	1.10E-02
CA058992	Salmo salar aryl hydrocarbon receptor 2b (AhR2) gene, exons 5 and 6	0.19	6.41E-03
CA050997	40S ribosomal protein S3a	0.22	5.91E-03
CA044542	Hypoxia up-regulated protein 1 precursor	0.24	6.33E-03
CB499653	Enhancer of mRNA-decapping protein 4	0.25	1.30E-02
CK991256	Subunit of the THO complex	0.25	2.59E-03
CA063234	Cornichon homolog 4	0.26	8.58E-05
CB509577	Prolargin precursor	0.26	9.78E-02
CA037885	Cytochrome c oxidase polypeptide VIa, mitochondrial precursor	0.26	2.92E-03

Only a limited number of differentially expressed features between the sexes were shared between different time points; 17 out of 608 (3%) features in OSU/CW samples and 8 out of 325 (2.5%) in OSU samples (Figures 1a and 1b). 

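In OSU/CW 910 features were called at any time point and 189 (20.8%) at 2 or more, of which 133 were shared by 15 and 19 dpf, 54 by 19 and 28 dpf and 28 by 15 and 28 dpf. In OSU/OSU the counts were 630 and 102 (16.2%), with 58, 38 and 24 in the same pairs. All 3 time points called 13 features in OSU/CW and 9 in OSU/OSU. The direction was not the same at the time points that called the feature for 73 of the shared features in OSU/CW and 61 in OSU/OSU. In OSU/CW the shared count was 117 without female 15 dpf replicate 14, 332 without female 15 dpf replicate 35 and 114 without male 19 dpf replicate 22, and in OSU/OSU it was 179 without female 15 dpf replicate 35.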

(Note that there is overlap between features that were upregulated at different time points and between the two genotypes. In other words the 883 features is a non-redundant total). 

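At 15 dpf 462 features were called in at least one genotype and 101 of them (21.9%) in both. At 19 dpf 206 of 810 (25.4%) and at 28 dpf 35 of 239 (14.6%) were called in both. If the calls of the genotypes were independent among the features that passed the overall test, 47.1, 148 and 11.5 features would be shared. The embryos of both genotypes shared their arrays, so the comparisons were not independent. The direction was the same in 94, 203 and 35 of the shared features. At 15 dpf the shared count was 44 without female replicate 14 and 232 without female replicate 35. At 19 dpf it was 121, 133 and 384 without female replicate 15, 29 and 40 in turn, and 137, 125 and 326 without male replicate 11, 22 and 27.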

A small number of sex-biased features were shared between genotypes at the same time point with 11 out of 263 (4%) at 15dpf (Figure 1c), 30 out of 504 (6%) at 19 dpf (Figure 1d) and 10 out of 138 (7.2%) at 28 dpf (Figure 1e). These results indicate that very few differentially expressed genes are shared between genotypes, or between developmental time points, suggesting that expression patterns are rapidly changing during early stages of development, and that the individuals with the different QTL genotypes are developing at different rates [30]. 

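Whether the sex difference itself differed between the genotypes was tested within arrays, as the interaction of sex and genotype at each time point. With limma, 0 features reached an FDR of 0.05 or of 0.2 at any time point, and 575, 693 and 460 features had an unadjusted p under 0.05 at 15, 19 and 28 dpf. The mixed model for each feature also gave 0. The smallest adjusted p by limma was 0.271, 0.258 and 1.00. Without background subtraction, or without the filter on detection, 1 feature passed at 28 dpf. On the rebuilt values of the authors, chosen after the data were seen, 3 features passed an FDR of 0.05 at 15 dpf. Without female 15 dpf replicate 13, 1 feature passed an FDR of 0.05 at 15 dpf, and without male 15 dpf replicate 34, 2 features. The main effect of sex over all time points and both genotypes was found at an FDR of 0.05 for 0 features by limma (520 at an unadjusted p under 0.05), and by the mixed model for 0. Of the 10 features with the smallest p for this effect, CA045393 (-1.40), CA051876 (-1.50), CA043314 (-0.76), CA060122 (-0.62) and CA038193 (-0.77) were higher in males, and CA057966 (0.78), CA047240 (0.86), CB508780 (0.74), CK991064 (0.86) and CA039064 (0.64) in females, with limma adjusted p of 0.267 to 0.957. The effect was found for 1 feature, the 60S ribosomal protein L19 EST CA051876, without background subtraction and for 1, CA045393, without female 15 dpf replicate 14 or without female 28 dpf replicate 26. From the small number of features shared between genotypes and time points, the paper proposes that expression changes rapidly at these stages and that embryos of the 2 QTL genotypes develop at different rates.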

Cluster analysis grouped the 883 features into 10 discrete clusters (Figure 2). Most of these clusters had only a few features, but clusters 2 and 6 had 164 and 133 features respectively. Cluster 2 grouped those features that were upregulated in OSU/CW females at 28 dpf, and features within cluster 6 showing upregulation in OSU/CW males at 28 dpf. 

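The log2 female to male ratios of all tested features were correlated across features, which are not independent replicates. Between the genotypes at the same time point the correlation was 0.56 at 15 dpf, 0.62 at 19 dpf and 0.54 at 28 dpf. Between time points of the same genotype it was 0.22 for 15 and 19 dpf, -0.10 for 15 and 28 dpf and -0.20 for 19 and 28 dpf in OSU/CW, and 0.10, -0.14 and -0.22 in OSU/OSU. The genotypes shared their arrays at a time point, and the time points did not. The 8 arrays of a time point were also divided into groups of 2 female and 2 male arrays each. This test was chosen after the results were seen. Of the 18 divisions, 8, 3 and 10 gave a correlation between genotypes as high as the sexes at 15, 19 and 28 dpf. Without background subtraction the correlation between genotypes was 0.80, 0.77 and 0.35. At 19 dpf it was 0.70 without female replicate 40 and 0.51 without male replicate 11. The correlation between time points also moved. For 15 and 19 dpf it was 0.38 in OSU/CW and 0.30 in OSU/OSU without background subtraction, and 0.077 and 0.0081 without female 15 dpf replicate 14. In OSU/CW it was 0.34 without female 15 dpf replicate 35, and in OSU/OSU 0.15 without male 15 dpf replicate 41. For 15 and 28 dpf it was -0.059 in OSU/CW without female 15 dpf replicate 14 and -0.086 in OSU/OSU without male 28 dpf replicate 23, and -0.045 and -0.24 without background subtraction. For 19 and 28 dpf it was -0.033 in OSU/CW without background subtraction and -0.086 without female 28 dpf replicate 26. No array turned a sign.

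**Figure D3:**
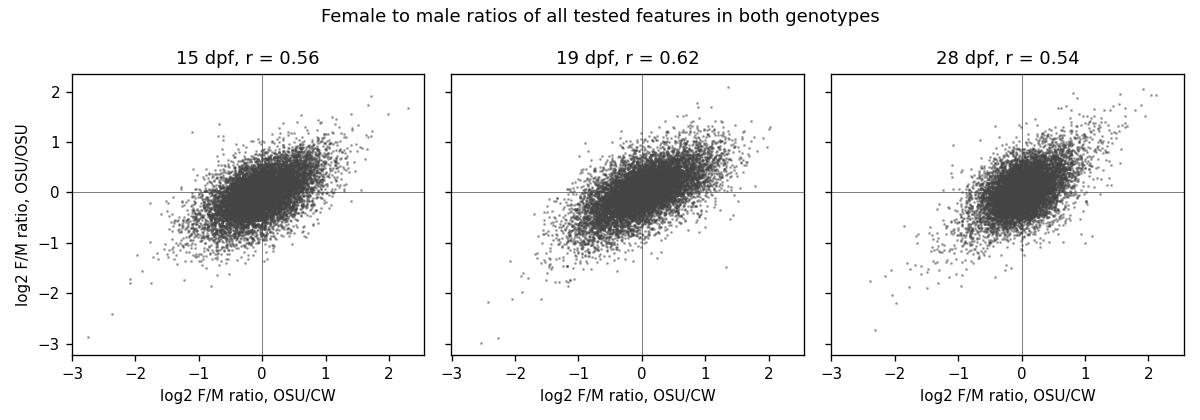
Log2 female to male ratio of each feature in OSU/CW (horizontal axis) and OSU/OSU (vertical axis) at 15, 19 and 28 dpf, with a point for each tested feature. The correlation across features is 0.56, 0.62 and 0.54.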

Clustering analysis suggests that samples from the same developmental time point show more similar expression profiles than samples from different time points from the same genotype. For example, OSU/CW samples at 28 dpf are more similar to samples from to OSU/OSU at 28 dpf than OSU/CW samples from either 15 or 19 dpf. This trend is similar in samples from all three time points.

**Figure 1:**
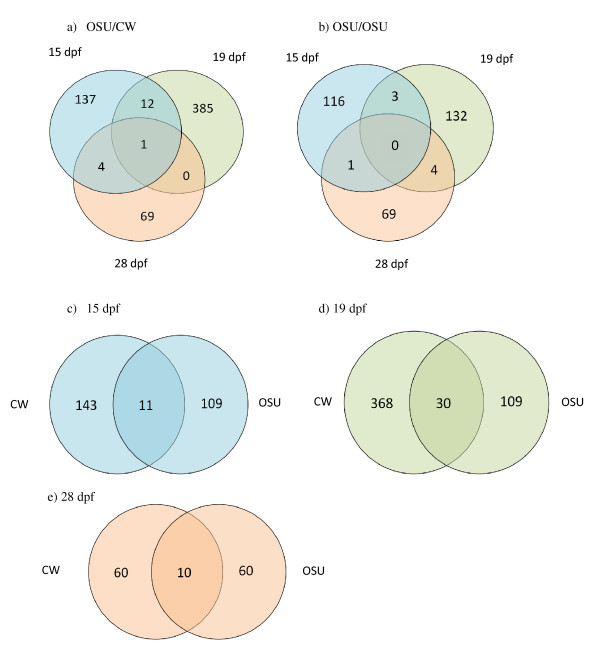
**Venn diagrams showing the number of significant sex-biased genes in common between a) all three time points in samples from OSU/CW, b) all three time points from OSU/OSU samples, c) Samples from 15 dpf from both OSU/CW and OSU/OSU, d) samples from 19 dpf, e) samples from 28 dpf**.

**Figure 2:**
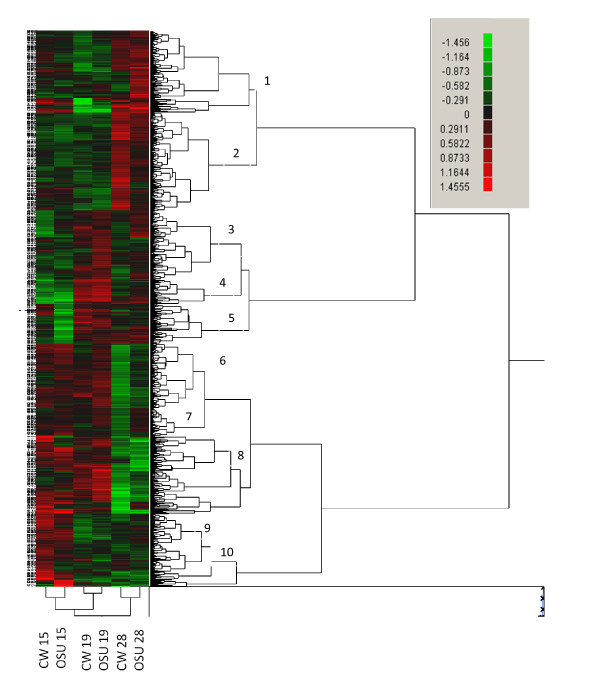
**Heat map produced by cluster analysis in JMP Genomics**. Data are presented as female to male ratios. Features in green are upregulated in males, features in red are upregulated in females. The cluster analysis found 10 discrete clusters and these are shown on the heat map.

As mentioned, previous studies have documented a bias in the number of differentially expressed featured between the sexes [[12] for review]. We compared fold change values of differentially expressed features between the sexes to determine if there was bias in the directionality of differentially regulated genes between the sexes (Figure 3a and 3b). For each gene the fold change represents the magnitude and direction of differential expression between the sexes. 

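At 15 dpf, 160 of the called features of OSU/CW were higher in females and 173 in males, and in OSU/OSU 99 and 131. The OSU/CW numbers were 79 and 87 without female 15 dpf replicate 14, and 288 and 306 without female 15 dpf replicate 35. The OSU/OSU numbers were 189 and 226 without female 15 dpf replicate 35. At least 3-fold differences were 3 in females and 3 in males of OSU/CW, and 1 and 4 of OSU/OSU. Those in males of OSU/CW were CA045393, glyceraldehyde-3-phosphate dehydrogenase (CA051897) and CK990427. Those in males of OSU/OSU were CA045393, CA059811, CB508919 and liver fatty acid-binding protein (CA038193). That in females of OSU/OSU was collagen alpha-1(X) chain precursor (CB498386). The rule fixed beforehand named CA045393, CA059811 and CB508919 here, and the others were named for these comparisons after their values were seen. Among features detected in all 48 channels, 22 of the OSU/OSU calls were higher in females and 8 in males. With quantile normalization of all channels in place of loess, 188 of the OSU/CW calls were higher in females and 187 in males, and without background subtraction 112 in each sex. The larger number in OSU/CW was also that of the females without female 28 dpf replicate 26 (135 and 128) or 39 (133 and 130), without female 19 dpf replicate 40 (187 and 186) and without male 19 dpf replicate 27 (173 and 161). So it was on the rebuilt values of the authors without the overall test (110 and 100), and with a mixed model as well (52 and 45), both chosen after the data were seen.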

There appears to be little difference in the number of genes differentially expressed between the sexes at 15 dpf in both genotypes, with marginally more female expressed genes than male expressed genes in OSU/CW (26 and 8 features in females, compared to 16 in males) (Figure 3a and 3b). There is a similar difference in the opposite direction in samples from OSU/OSU where 19 features have a three-fold upregulation in females compared to 28 in males. 

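The median difference of the called features was 1.73-fold at 15 dpf, 1.91-fold at 19 dpf and 1.73-fold at 28 dpf in OSU/CW, and 1.70-fold, 1.73-fold and 1.72-fold in OSU/OSU. Differences under 2-fold made up 77.8%, 60.1% and 82.9% of the calls in OSU/CW and 80.9%, 76.9% and 79.1% in OSU/OSU.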

Samples from later developmental time points seem to show higher differences in fold expression between the sexes. 

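At 19 dpf, 417 of the called features of OSU/CW were higher in females and 222 in males (65.3% in females), and in OSU/OSU 245 and 132 (65.0%). The numbers moved with single arrays. In OSU/CW 238 were higher in females and 137 in males without male replicate 22, 275 in females without female replicate 15, and 382 in males without female replicate 40. In OSU/OSU the number higher in males was 84 without female replicate 15 and 207 without female replicate 40. The share depended on the normalization. With loess alone and no step between arrays, the median of all tested features lay at 0.21 in OSU/CW and 0.23 in OSU/OSU, and 97.3% of the OSU/CW calls and 97.9% of the OSU/OSU calls were higher in females. Without a term for dye the share was 53.8% in OSU/CW. When the authors' centred values were rebuilt from the intensities, a setting chosen after the data were seen, 41.4% of the OSU/CW calls were higher in females, and without the overall test 134 of them were higher in females and 183 in males. With the FDR of 0.2 over the 6 comparisons of the sexes only, 10 of the OSU/OSU calls were higher in females and 22 in males.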

At 19 dpf there are more features from both OSU/CW and OSU/OSU that exhibit male bias expression with 49 features with a three-fold difference from OSU/CW (compared to 28 from females) and 21 features with a three-fold difference from male OSU/OSU samples (compared to 16 from females). Very similar patterns were seen in samples from 28 dpf with males from both OSU/CW and OSU/OSU showing a greater number of three-fold difference genes than females (Figure 3a and 3b). 

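In OSU/CW at 28 dpf, 75 called features were higher in females and 65 in males, with at least 3-fold differences in 1 and 2. In OSU/OSU 79 and 55 were called, with at least 3-fold differences in 2 and 1. With loess alone and no step between arrays, which put the median of all tested features at -0.34 and -0.31, 1.41% of the OSU/CW calls and 3.12% of the OSU/OSU calls were higher in females, and without background subtraction 64.6% and 47.1%. With the poor spots kept, 70 and 74 were called in OSU/CW. The rebuilt values of the authors, chosen after the data were seen, gave 28 and 50 there with the overall test, 32 and 53 without it, and 6 and 16 with a mixed model without it. In OSU/OSU the rebuilt values with the overall test leaned the other way, with 69 higher in females and 21 in males. In both genotypes more calls were higher in males without female replicate 26 (40 and 54 in OSU/CW, 56 and 88 in OSU/OSU), 38 (51 and 83, 55 and 77) or 39 (50 and 66, 56 and 62). In OSU/CW this was also so without male replicate 23 (56 and 75) or 37 (52 and 67), and without female 15 dpf replicate 35 (74 and 80), male 15 dpf replicate 18 (58 and 59) or male 19 dpf replicate 27 (73 and 75). Without female replicate 36 both numbers were 66. The number higher in males in OSU/CW was 41 without male replicate 28. In OSU/OSU the number higher in females was 45 without male replicate 23.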

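Of the called features, 732 (64.4%) differed by less than 2-fold in every comparison that called them. The share was 94.2% without background subtraction and 41.1% with loess alone. It was 33.6% without the overall test, 20.4% with an unadjusted p under 0.01 after that test and 9.78% with an FDR of 0.2 over the 6 comparisons of the sexes. With the authors' centred values rebuilt from the intensities and no overall test, a setting chosen after the data were seen, it was 8.06%. The share stayed between 47.8% and 66.1% with each array left out in turn.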

The majority of the 883 sex-biased genes did not show big differences in expression between the sexes, and showed ratios less than 2:1.

**Figure 3:**
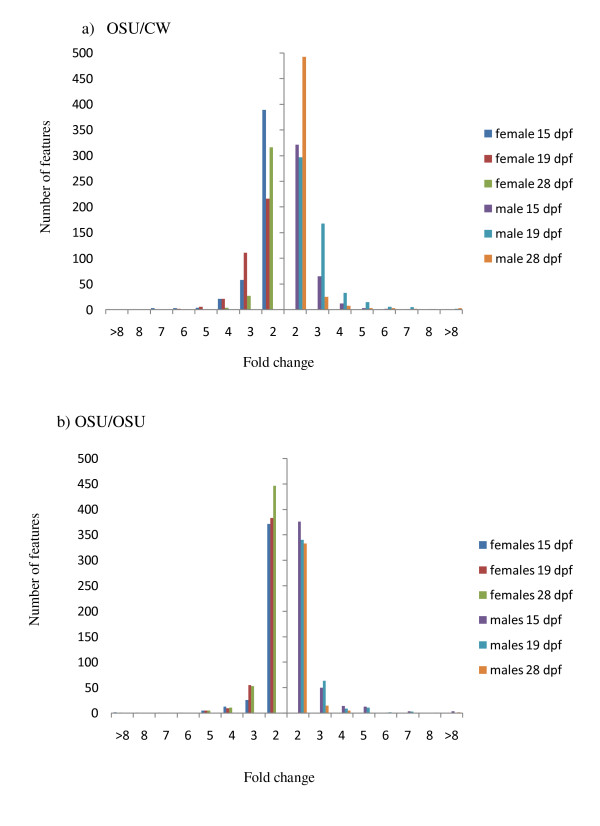
**Expression bias of 883 genes differentially expressed on the microarray**. Histogram showing the distribution of fold change values for female-enriched (left of Y axis bar) and male-enriched (right of Y axis bar) from a) OSU/CW, and b) OSU/OSU samples. Different colour bars represent different time points.

### GO enrichment analyses

GO enrichment analyses determined that only 3 GO terms identified from the 883 differentially expressed features between the sexes were upregulated compared to the whole 16K GRASP chip. These GO functions were cellular macromolecule metabolic process, (p = 0.003), macromolecule metabolic process (p = 0.01) and cellular protein metabolic process (p = 0.02). When comparing the features identified from one sex to the total set of differentially expressed genes, 62 GO terms were statistically different between the sexes (p = < 0.05). Of these 43 were differentially expressed in OSU/CW samples (Table 4) and 19 were differentially expressed in OSU/OSU samples (Table 5). For the OSU/CW samples, 24 GO terms were upregulated in males compared to 16 that were upregulated in females. For the OSU/OSU samples, 17 GO terms were upregulated in males compared to 2 GO terms in females. These differences suggest that in addition to more features being upregulated in males, more GO terms (and therefore more functional processes) are also upregulated in males compared to females. 

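Among the terms that Table 5 gives as higher in OSU/OSU males at 28 dpf are oxygen transport, heme binding and hemoglobin complex. The files describe 58 ESTs as hemoglobin, a list fixed beforehand, and 52 of them were tested. In OSU/OSU at 28 dpf, 3 of them were called as higher in males and 0 in females. The 3, named after their values were seen, were BU965636 (-0.72), CA050426 (-1.01) and CB497309 (-0.57). The median difference of the list was -0.06, with 30 of 52 features higher in males (exact permutation test over 35 splits of the 8 arrays, two-sided, p = 0.743). The median over the list was 12.12 ± 0.47 (SD, n = 4) in females and 12.31 ± 0.31 (SD, n = 4) in males. The sign of the list turned without female replicate 36 (0.03) or 39 (0.00).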

The ratio of GO terms upregulated in males compared to females changed between the three developmental time points. For example, within OSU/CW samples there were 19 GO terms upregulated in males compared to 3 GO terms in females at 15 dpf, 4 GO terms in males to 13 GO terms in females at 19 dpf and finally one GO term being upregulated in males at 28 dpf and none in females. These patterns suggest that the greatest differences in the functional categories differentially regulated between the sexes were at 15 and 19 dpf. Numbers of functional GO categories that were enriched from OSU/OSU were generally low but again the ratio of male to female upregulated genes varied between time points. All six GO terms differentially expressed at 15 dpf were upregulated in males, whereas the 2 GO terms differentially expressed between the sexes at 19 dpf were upregulated in females at 19 dpf. Some enriched GO categories were shared between different developmental time points and between different genotypes with some terms switching between upregulation in males and upregulation in females. For example structural molecular activity was upregulated in males at 15 dpf in samples from OSU/CW (p = 0.002), but upregulated in females at 19 dpf in OSU/CW (p = 0.001; Figure 4). However, some GO terms that were shared between the two genotypes showed similar patterns of expression such as cellular biosynthesis process, which was upregulated in males in samples from OSU/CW at 15 dpf (p = 0.03) and the same result was found in samples from OSU/OSU at 15 dpf (p = 0.03; Figure 4).

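Table 4 places structural constituent of ribosome and ribosome beside structural molecule activity, and the features behind them were followed through the ribosomal proteins. The files describe 432 ESTs as ribosomal proteins, a list fixed beforehand, of which 399 were tested. In OSU/CW the median difference of the list was -0.11 at 15 dpf (251 of 399 features higher in males), -0.02 at 19 dpf and 0.04 at 28 dpf. In OSU/OSU it was -0.05, 0.03 and 0.04. An exact permutation test over the 35 splits of the 8 arrays (two-sided, smallest possible p 0.0286) gave a smallest p of 0.486 in OSU/CW and 0.629 in OSU/OSU, both at 15 dpf, and 0.943 for each after Benjamini-Hochberg adjustment over the 12 tests of this list and the hemoglobin list. The change of the OSU/CW difference from 15 to 19 dpf was 0.10 (permutation of the sexes within time points, 4900 combinations, exact p = 0.582). The median of all tested features was -0.02 in OSU/CW at 15 dpf and 0.02 at 19 dpf. In OSU/CW at 15 dpf, 2 ribosomal protein features were called as higher in females and 0 in males, and at 19 dpf 0 and 3. Named after their values were seen, these were 40S ribosomal proteins S20 (CB494488, 0.96) and S5 (CB496891, 0.71) at 15 dpf and S20 (-1.07), 60S ribosomal protein L39 (CA038333, -0.79) and 60S acidic ribosomal protein P1 (CK990741, -0.90) at 19 dpf. The sign of the OSU/OSU difference at 15 dpf turned without a term for dye (0.03), as it does in the means of the 4 embryos (13.88 in females and 13.79 in males). In OSU/CW these means also had the other sign at 19 dpf (13.838 in females and 13.823 in males) and at 28 dpf (13.713 and 13.717). The sign of the 15 dpf difference turned without female replicate 14 (0.01 in OSU/CW and 0.01 in OSU/OSU), and that of the 19 dpf difference without female replicate 15 (0.03) or male replicate 22 (0.03) in OSU/CW and without male replicate 19 (-0.05) in OSU/OSU. At 28 dpf that of OSU/OSU turned without male replicate 23 (-0.02).

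**Figure D4:**
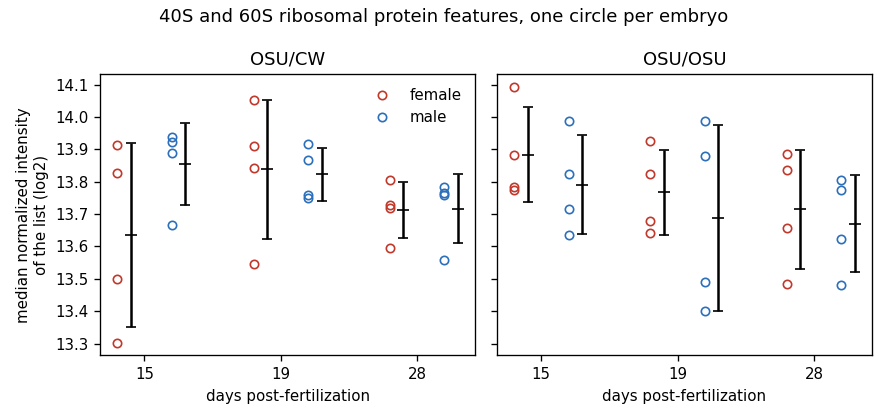
Median log2 intensity over the ribosomal protein features in each embryo, by sex, genotype and days post fertilization, with a circle for each embryo and the mean ± SD of 4 embryos. In OSU/CW at 15 dpf females have 13.63 ± 0.28 and males 13.85 ± 0.13, and the circles of the sexes overlap. The circles are not adjusted for dye, which is unevenly spread over the sexes at 15 dpf. The median difference adjusted for dye is -0.11 there.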

**Table 4:** GO terms identified as being significantly differentially expressed between the sexes within the OSU/CW genotype

dpf	GO term ID	GO term name	p-Value	females	males
15	GO:0005198	structural molecule activity	0.000	2	14
	GO:0009059	macromolecule biosynthetic process	0.001	2	12
	GO:0034645	cellular macromolecule biosynthetic process	0.001	2	12
	GO:0044249	cellular biosynthetic process	0.003	4	14
	GO:0003735	structural constituent of ribosome	0.003	1	9
	GO:0009058	biosynthetic process	0.006	5	14
	GO:0044260	cellular macromolecule metabolic process	0.010	9	18
	GO:0032991	macromolecular complex	0.011	13	22
	GO:0044430	cytoskeletal part	0.015	1	7
	GO:0003723	RNA binding	0.017	0	5
	GO:0003676	nucleic acid binding	0.017	9	17
	GO:0006412	translation	0.032	1	6
	GO:0005524	ATP binding	0.032	1	6
	GO:0032559	adenyl ribonucleotide binding	0.032	1	6
	GO:0006414	translational elongation	0.039	0	4
	GO:0016301	kinase activity	0.039	0	4
	GO:0016772	transferase activity	0.039	0	4
	GO:0044237	cellular metabolic process	0.043	16	22
	GO:0044424	intracellular part	0.048	34	37
	GO:0016491	oxidoreductase activity	0.021	11	2
	GO:0032502	developmental process	0.040	15	5
	GO:0050790	regulation of catalytic activity	0.047	5	0

19	GO:0043232	non-membrane-bounded organelle	0.000	16	0
	GO:0043228	non-membrane-bounded organelle	0.000	16	0
	GO:0005198	structural molecule activity	0.002	12	0
	GO:0032991	macromolecular complex	0.007	41	13
	GO:0003735	structural constituent of ribosome	0.011	9	0
	GO:0030529	ribonucleoprotein complex	0.013	15	2
	GO:0034645	cellular macromolecule biosynthetic process	0.013	12	1
	GO:0009059	macromolecule biosynthetic process	0.013	12	1
	GO:0005840	ribosome	0.018	8	0
	GO:0044237	cellular metabolic process	0.022	48	19
	GO:0044445	cytosolic part	0.030	7	0
	GO:0044249	cellular biosynthetic process	0.033	26	8
	GO:0006091	generation of precursor metabolites and energy	0.050	9	1
	GO:0003008	system process	0.050	6	0
	GO:0006412	translation	0.050	6	0
	GO:0042802	identical protein binding	0.050	6	0
	GO:0043231	intracellular membrane-bounded organelle	0.001	15	24
	GO:0043227	membrane-bounded organelle	0.001	15	24
	GO:0005576	extracellular region	0.034	1	5
	GO:0004872	receptor activity	0.043	3	7

28	GO:0005509	calcium ion binding	0.028	0	4

**Table 5:** GO terms identified as being significantly differentially expressed between the sexes within the OSU/OSU genotype

dpf	GO term ID	GO term name	p-Value	females	males
15	GO:0009058	biosynthetic process	0.014	2	17
	GO:0044424	intracellular part	0.018	11	38
	GO:0044249	cellular biosynthetic process	0.021	2	16
	GO:0003676	nucleic acid binding	0.029	1	12
	GO:0000166	nucleotide binding	0.031	2	15
	GO:0044281	small molecule metabolic process	0.044	2	14

19	GO:0048037	cofactor binding	0.016	5	0
	GO:0046483	heterocycle metabolic process	0.038	4	0

28	GO:0044444	cytoplasmic part	0.004	9	12
	GO:0044424	intracellular part	0.005	18	16
	GO:0032991	macromolecular complex	0.030	6	8
	GO:0015669	gas transport	0.031	0	3
	GO:0015671	oxygen transport	0.031	0	3
	GO:0046906	tetrapyrrole binding	0.031	0	3
	GO:0020037	heme binding	0.031	0	3
	GO:0044445	cytosolic part	0.031	0	3
	GO:0005344	oxygen transporter activity	0.031	0	3
	GO:0019825	oxygen binding	0.031	0	3
	GO:0005833	hemoglobin complex	0.031	0	3

**Figure 4:**
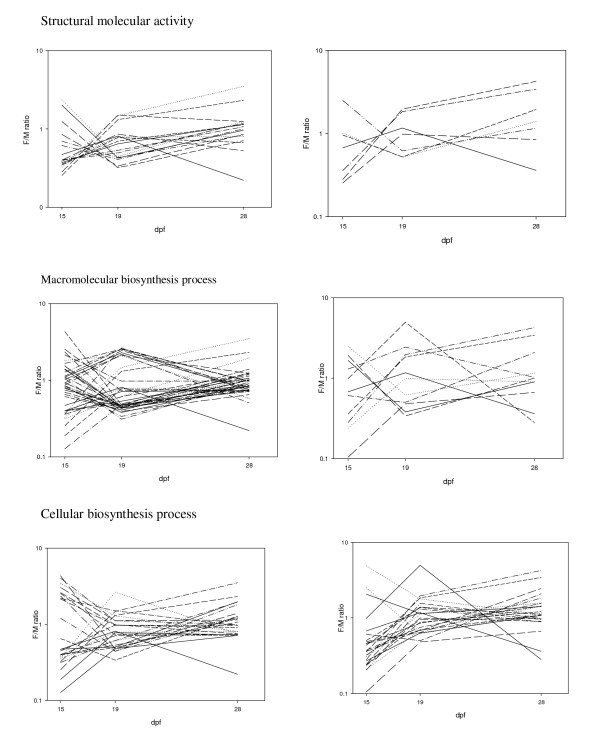
**Expression plots of three GO terms significantly differentially expressed**. Plots on the left show all three developmental time points from samples from OSU/CW, plots on the right from OSU/OSU. The three GO terms are a) structural molecular activity b) macromolecular biosynthesis process and c) cellular biosynthesis process.

Enrichment analysis on the 10 clusters shown in Figure 2 failed to identify any GO terms that were differentially expressed compared to both the complete (10,162 features) and sex-biased (883 features) datasets. This suggests that patterns of similar expression within clusters are not due to shared functionality. Thirty-eight GO terms were found to be significantly under expressed in 5 clusters (5, 7, 8, 9 and 10) but this is almost certainly due to small cluster size rather than a cluster of genes with shared function.

### qRT-PCR of candidate sex genes

We further examined whether genes with a potential role in sex determination were differentially expressed between male and female embryos. These genes were identified using two approaches: 1) Based on GO term analyses of differentially expressed genes on the microarray (details in methods), 9 candidate sex determining genes were identified for further study. Of these only 5 (*coatemer subunit*, *vasa*, *prostaglandin*, *cyp19a1a *and *zonadhesin*) amplified with qRT-PCR methods. 

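The matches of 7 tested features in Additional File 1 were zonadhesin-like, coatomer subunit alpha or 15-hydroxyprostaglandin dehydrogenase, of which 2 were called in the comparisons of that file. Both are zonadhesin-like and higher in OSU/CW males at 19 dpf. CA042416 had 10.32 ± 0.33 (SD, n = 4) in females and 11.76 ± 0.74 (SD, n = 4) in males, a difference of -1.45 (standard error 0.47, limma adjusted p = 0.279 within the comparison), without overlap of the sexes. CB511019 had 11.45 ± 0.58 (SD, n = 4) and 12.47 ± 0.38 (SD, n = 4), a difference of -1.02 (standard error 0.29, limma adjusted p = 0.213). CA042416 was not called without female replicate 15 or 29 (-1.55 and -1.38) or male replicate 19 or 22 (-1.11 and -1.44), and CB511019 without female replicate 15 (-0.92) or male replicate 19 (-0.89). Neither was called with the poor spots kept (-1.47 and -1.07), with the mixed model for each feature or with only the 8 arrays of 19 dpf in the fit. CB511019 was also not called without background subtraction (-0.73) or with loess alone (-0.75), and CA042416 not on the rebuilt values of the authors (-1.79, chosen after the data were seen), with the overall test or with a mixed model without it. The zonadhesin-like CA045910 differed by -0.73 in OSU/CW and CA061566 by -1.76 in OSU/OSU at the same age, and neither passed the overall test. 15-hydroxyprostaglandin dehydrogenase (CB496523) was higher in 19 dpf females of OSU/CW (11.24 ± 0.07 against 9.94 ± 1.00, SD, n = 4 each, a difference of 1.30) and every female was above every male, but it did not pass the overall test (adjusted p = 0.203 from limma). Coatomer subunit alpha differed by -0.96 at 19 dpf (CB498091) and by 1.38 at 28 dpf (CA768033) in OSU/CW, and neither was called.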

2) Of 102 candidate sex genes described in Baron et al [28] we investigated 15 genes (based on differences observed in Baron et al's study, and their known importance in the sex process in other vertebrates [28]). All 15 genes amplified product of the expected size (i.e. as described in [28]). Note that *cyp19a1a *(*aromatase*) was the only candidate sex gene identified from both the microarray and was in Baron et al's study.

Both sets of genes were examined in the original three developmental time points, and a subset of six genes from Baron et al. [28] (*wt1*, *ovol1*, *foxl2A*, *foxl2B*, *DMRT1 *and so*x9b1*) as well as *zonadhesin *and *cyp19a1a *identified from the microarray were investigated at three additional developmental times points (8, 24 and 33 dpf). There is a common pattern in six of the genes (*wt1*, *ovol1*, *foxl2B*, *DMRT1 zonadhesin *and *cyp19a1a*) which show a higher peak of expression in 28 dpf (hatch) samples than the other developmental time points. At 28 dpf, the expression was higher in the males for *ovol1*, *wt1*, *foxL2B *and *DMRT1 *and higher in the females for *zonadhesin *and *cyp19a1a*. Looking at each time point only *ovol1 *shows a significant difference in expression between the sexes with higher expression in males than in females (p = 0.05). Sex was significant when it was considered as an interaction term with dpf (*wt1*, *ovol1*, *zonadhesin *and *cyp19a1a*) and with QTL (*ovol1*, *zonadhesin *and *cyp19a1a*). QTL was a significant factor in *ovol1*, *zonadhesin *and *cyp19a1a *although in all cases it was only marginally significant (Additional File 2). The other 10 sex genes did not show a significant relationship with sex either as a main or interaction term except *SOLT1 *where the sex*dpf interaction was significant (p = 0.02, Additional File 2). Most of these genes showed very similar levels of expression across all three developmental time periods (Figure 5, Additional Files 2 and 3).

**Figure 5:**
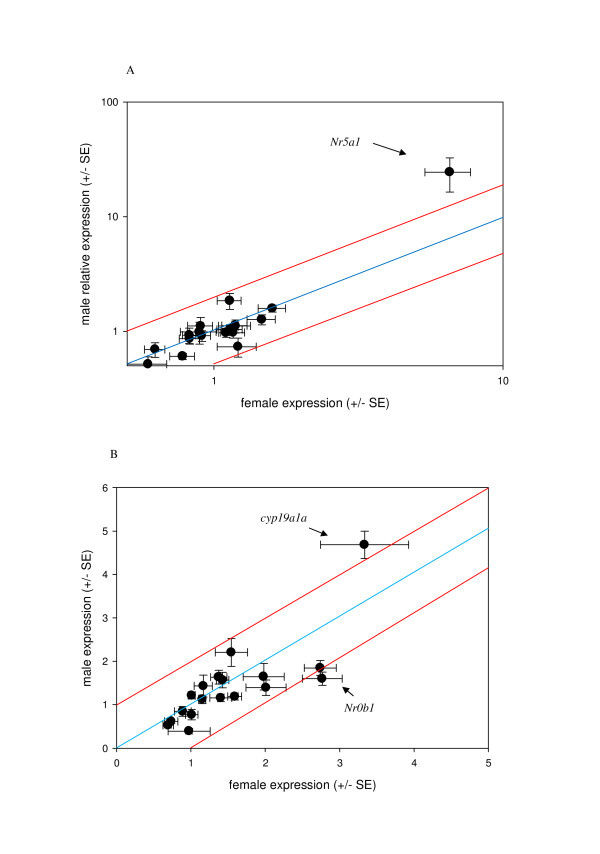
**Comparing female and male expression for sex determining genes**. Errors bars mark the SE of the mean for both female expression (x-axis) and male expression (y-axis). The blue line represents equal expression between the sexes, red lines represent 2-fold difference in expression. A) early developmental points (9, 15 and 19 dpf), and B) later development points (24, 28 and 33 dpf).

Most of the candidate sex genes except for the ones discussed above show constant low levels of expression throughout all developmental time points and in both sexes (average correlation of all genes at each developmental time point; r^2 ^= 0.99 ± 0.003, p = <0.001) (see Additional File 4). Scatter plots shown in Figure 5 plot the mean relative expression values of the male and female samples per gene averaged between the early developmental time points (8-19 dpf; Figure 5a) and the late developmental time points (24-33 dpf; Figure 5b). Of note, *Nr5a1 *appears to be highly expressed in male samples from early developmental time points, whereas the other samples seem roughly similarly expressed between males and females. *ovol1 *has a two fold increase in expression in males than in females in later stages in development. *Cyp19a1a *and *Nr0b1 *show higher expression in females than in males at later stages of development.

### Candidate gene linkage mapping

Where possible, candidate sex genes were mapped to determine if any map to the putative sex determining region on the rainbow trout sex chromosomes. Four of the candidate sex determining genes (*sox9*, *DMRT1*, *Nr0b1 *and *Amh*) have already been mapped in rainbow trout, and so were not mapped here; none of these map to the sex chromosome [31]. Of the remaining (n = 11) candidate sex determining genes, three (*Nr5a1*, *GC1 *and *foxl2A*) failed to produce clean sequence product, despite primer redesign and optimization. This suggests that these genes are duplicated in the rainbow trout. Of the eight remaining genes all had at least one polymorphic base within the sequence and were genotyped in the OSU × CW doubled haploid mapping population [32,33]. One of these genes (*SOLT*) did not produce significant linkage with any other marker and remains in an unmapped region of the genome. None of the remaining seven genes mapped to the sex linkage group (LG1) (Additional File 5).

## Discussion

### Patterns of gene expression between the sexes

Repeatedly, microarray experiments have found that a substantial portion of the transcriptome is differentially expressed between the sexes [e.g. [2,5,10]]. Most of these studies have focused on model organisms such as *Drosophila*, *C. elegans *and *Mus*, with relatively few studies on non-model species that lack a complete genome sequence. Moreover, very few studies have included individuals that have not yet undergone sexual differentiation. Our study mined data from a microarray project to find a total of 883 genes that showed a significant difference in expression between the sexes before the completion of sexual differentiation. In so doing, it is not only one of the few studies to evaluate sex bias in the transcriptome in a non-model species, but is also one of the first studies to examine expression patterns between the genotypic sexes in embryos before the completion of gonad differentiation. Most genes differentially expressed between the sexes in this study are involved in processes such as cell cycle function and general structure, and are not necessarily associated with sexual development. This suggests that there are inherent differences in the transcriptome of male and female rainbow trout, and that these differences are present early in development. Other microarray studies in ovarian *O. mykiss *samples (collected from females of 1-2 years of age, after sexual differentiation) also found a wide range of genes differentially expressed in the ovaries, many of which had no obvious sex function [34]. These included transcripts that encode various elastases, cathepsins, proteases and immune function transcripts, suggesting that rainbow trout are exhibiting broad differences in transcriptome expression between the sexes throughout life. An expression quantitative trait loci (eQTL) study in an F1 cross between "dwarf" and "normal" Lake whitefish (*Coregonus clupeaformis*) found strong evidence for more eQTLs in females than in males. However, the genes underlying these eQTLs were found not to be differentially expressed between the sexes, strongly suggesting pleiotropic sex-linked effects in the transcriptome, at least within white muscle, the tissue used for microarray analysis [35].

Here we find a relatively low proportion of the transcriptome that exhibits sex bias in gene expression when compared to other studies, but it is important to consider the developmental stages of the samples. In our study, 8.7% of the features showed sex-biased gene expression (883 out of 10,153) in at least one of the three developmental time points in one of the two studied QTL genotypes. These numbers are low when compared to results in *Drosophila*, where a much higher percentage of sex-biased expression in mature adults (between 12% [4] and 88% [15] of genes) with most studies reporting a number near 50% [5]. 

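The called features were 9.94% of the 11438 tested here. Features that the authors' table holds were called in 9.56% of cases and those without a row there in 11.9%. The share of tested features with a call in at least one comparison was 1.61% when the FDR of 0.2 was applied over the 6 comparisons of the sexes only, and 3.67% with a mixed model for each feature.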

Studies from whole individual adult *Tribolium *[10] and adult zebra fish [2] report around 20% and 38%, respectively. Similar numbers have been found in mice [e.g. [36]]; although note that like in *Drosophila*, sex-biased expression is very variable depending on tissue type with up to 72% of genes from liver to 13% of genes from brain [36]. Taken together these studies suggest that sex-biased gene expression is commonplace, however it seems to be variable both within and among species and variable with regard to tissue type and developmental stage.

There are a number of potential reasons for why we see fewer genes showing sex-biased expression compared to prior studies. Firstly, most other studies have focused on developmental stages that have occurred after sex differentiation, so presumably the samples used in such studies were actively expressing genes linked to sex and gamete functions [2,5]. In salmonids gonad differentiation tends to occur soon after the onset of hatching [37,38] which is around our oldest time point of sampling. So it is perhaps surprising that we did not find more sex-biased genes, and genes with an obvious sex function in samples from our oldest developmental point (28 dpf). Secondly, the absolute numbers of genes that are being expressed in embryos are less compared to the number of genes that are expressed in adults. Many of the sex and gamete function processes do not begin at such early stages of development and transcripts of such genes, presumably, would not be present (or present in very small numbers). Thirdly, the microarray is not a complete survey of the transcriptome and so there will be sex genes and sex-biased genes that were not surveyed. For example, none of the 16 candidate sex genes chosen for qRT-PCR study were on the microarray. Although these 16 genes did not show significant differences in expression between the sexes there are many other genes that have been shown to be differentially expressed at the onset of exogenous feeding in *O. mykiss *[28] that were not studied here. These reasons are not mutually exclusive, and all three undoubtedly help explain our results. Other studies have also found low levels of sex-bias expression in embryos, for example roughly 8.7% of the chicken embryo gonad transcriptome is female biased and 4.7% male biased [9]. This number increases to 33.5% and 28.2% in the adult gonads of females and males, respectively. Although the proportions of the transcriptome that was differentially expressed in chicken is similar to this study in rainbow trout, it is important to note key differences in the study designs. In our study, whole embryos were used from developmental time points prior to gross morphological differentiation of the gonads, while in [9] gonad tissue was used from embryos after sex differentiation.

Previous studies have examined sex-bias in gene expression to test hypotheses about the influence of sexual selection on gene expression. As other authors have suggested, a male bias in gene expression could provide support for a higher rate of functional evolution in genes important for sex and reproduction in males, where selective pressure on males in the form of male-male competition for mates is high [9,39,40]. 

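Counting each time point over both genotypes, 215 called features were higher in females and 254 in males at 15 dpf, 540 and 273 at 19 dpf, and 133 and 106 at 28 dpf. A feature that was higher in females of one genotype and in males of the other counts under both. The excess in females at 19 dpf depended on the settings. Of the OSU/CW calls, 65.3% were higher in females, 97.3% with loess alone and 41.4% on the rebuilt values of the authors, chosen after the data were seen. In OSU/OSU these shares were 65.0%, 97.9% and 65.8%. With the FDR of 0.2 over the 6 comparisons of the sexes, 10 OSU/OSU calls were higher in females and 22 in males.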

We however, found roughly equal expression between the number of male biased and female biased genes, with only slightly higher number of male biased genes in samples from both lines at 19 dpf and slightly higher number of female biased genes in OSU/OSU at 15 dpf. Moreover, our enrichment analysis failed to identify any key functional processes with sex bias in gene expression and moreover within and among genes there was no consistent directionality to sex-biased in expression across time points (Figures 2 and 5a and 5b). 

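Of all called features, 183 were higher in females in one comparison and higher in males in another. Among features called in a single genotype at a time point, the other genotype had the same sign in 74.5% at 15 dpf, 80.8% at 19 dpf and 71.6% at 28 dpf, in comparisons that shared their arrays.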

All of the sex-biased genes and candidate sex determining genes showed spiky patterns of expression, suggesting rapid change in the transcriptome of the developing embryo. Many other studies using adult individuals report large differences in the number of sex-biased genes with, frequently, many more male-biased than female-biased genes [2,41], supporting the idea that sex bias towards males could be a product of sexual selection. However, studies in both *Drosophila *[5] and zebra fish [11] have found more female-biased genes than male-biased genes. These studies reinforce the idea that results can be very dependent on which transcriptomes are being investigated. For example, studies in the gonads [41] and whole body transcriptome [5] of *Drosophila *produce different results. In a hypothetical situation where sexual selection arises through sperm competition, sex bias may be expected to occur only at the level of the gonad and potentially swamped by signals from other tissues in whole body analyses (such as reported here). In contrast, sex bias in gene expression arising from selection in the form of male-male competition through alternative behaviors, ornamentation, or other 'phenotypes' outside of the gonads themselves could be found in the transcriptome of multiple tissues or at the level of the whole body. Moreover, the way in which animals used for transcriptome studies are maintained prior to tissue sampling can have a large effect. For example, [2] separated male and female zebra fish whereas [11] kept both sexes together immediately prior to sampling and in so doing, may have modified the expression of sex related genes. In other words, it is clear that the way individuals are reared prior to sampling can have an effect on the results of the experiment. This potentially could lead to misleading interpretations of the effects of sexual selection on sex-bias expression, as behavioral and physiological interactions among members of the opposite sex can elicit changes in gene expression. Finally, the degree to which gene expression early in life is genetically correlated to gene expression late in life when sexual selection is prominent also remain as questions to be explored in future studies of model and non-model organisms where sexual selection is prevalent.

### Candidate sex determination genes

Studies on post hatch rainbow trout indicate that genes known to be involved in the sex determination process are differentially expressed between the sexes [28,29]. However, we are still unclear as to when expression of these genes is initiated as the majority of the candidate sex determination genes were differentially expressed at the earliest point of sampling (55 dpf, onset of exogenous feeding; [28]). The *O. mykiss *embryos in our study were reared at 11°C and hatched at 28 dpf (or after 308 degree days), and therefore, our sampling procedure should span the point of sex determination. It has been found that differences in expression between the sexes in these genes tend to spike more at specific time points, rather than show consistent differences in multiple development points [28,29]. Our results show a similar trend in that out of 16 candidate sex genes only *ovol1 *showed a statistically significant difference in expression between male and female samples across all developmental time points sampled, although many genes showed differences in expression at specific time points. In the fruit fly (*Drosophila*) *ovol1 *is required for female germ line determination and differentiation [42]. *Ovol1 *is also expressed in sheep (*Ovis aries*) ovaries immediately prior to gonad differentiation [43]. Here we find upregulation of *ovol1 *in males at 15dpf and females at 28 dpf. Of the other genes that showed a significant difference between the sexes, *Nr5a1 *expression has been shown to be directly affected by *Sox9 *in mammals and *wt1 *in reptiles and is turned on after male determination [44,45]. With so few candidate genes showing differences between the sexes, it is important to give pause as to why this might be. Results from studies in mouse suggest that the window of differential expression of sex determining genes is small [e.g. [46-48]]. Perhaps we have missed the specific time point when these genes are upregulated? Increasing sampling effort just before the onset of hatch to the point of first exogenous feeding, and using a whole-transcriptome approach, could prove fruitful.

### Mapping of candidate sex differentiation genes

The fact that none of the candidate sex genes mapped to the sex chromosome in this study further suggests that a master control gene for the determination of sex in *O. mykiss *remains elusive. Linkage mapping of other candidate sex determining genes in other populations of *O. mykiss *also found no genes mapping to the sex chromosome. A total of 11 candidate sex genes have been mapped prior to this study, including 3 different transcripts of *wt1 *[49], three *sox9 *loci [31] and 2 *sox6 *genes, *Amh*, *DMRT1 *and *Nrob1 *[31]. The addition of *fst*, *ovo1*, *zonadhesin*, *IGF1*, *foxl2A*, *cyp19a1a *and *wt1 *brings the total number of loci to 18. The sex chromosomes of fishes (including salmonids) are at the early stages of differentiation (unlike mammals) and this in part helps explain why only one sex determining gene is known in any fish (*Dmy *in Medaka, [25]). In order to identify the master sex gene in rainbow trout a concentrated sequencing effort of the sex chromosome is needed.

## Conclusion

Here we found evidence that a proportion of the transcriptome is differentially expressed between the sexes at early stages of development in rainbow trout, prior to the morphological differentiation of the gonads. Most of the features were not connected with obvious sex function suggesting that there is sexual dimorphism in gene expression even prior to sex differentiation, and the processes that are differentially regulated are varied and complex. The early age of our sampling precluded us from looking at the transcriptome of the gonads; however the fact that so many genes are differentially expressed so early in development is a novel and interesting find. In addition, we found evidence that several candidate sex determining genes showed a significant difference in expression between males and females. In all cases, this difference was seen at one or at most two time points only, suggesting that the transcriptome of *O. mykiss *embryos goes through rapid changes early in development. It is possible that our sampling scheme has missed the key window of sexual differentiation in *O. mykiss*, to that end a more thorough sampling effort to include embryos after 33 dpf and before (or just overlapping) with 55 dpf as well as earlier points in development could further our understanding of embryonic development in *O. mykiss*.

## Methods

### Backcross lines and embryos sampled

Details of the experimental backcrosses and the conditions for raising the embryos are presented elsewhere [30]. Briefly, samples originated from a fourth generation backcross between two clonal lines of rainbow trout, whereby alleles from a fast-developing line were introgressed by repeated backcrossing into a slow-developing line. One line (Clearwater, CW, YY male) possessed alleles for fast development, and the other line (Oregon State University, OSU, XX female) possessed alleles for slower development at a major QTL for embryonic development rate. Embryos from the fourth generation backcross were reared at 11°C and sampled at 8, 15, 19, 24, 28 and 33 days post fertilization (dpf). At each time point a total of 100 embryos were collected and immediately flash frozen in liquid nitrogen and stored at -80°C.

### RNA extraction and cDNA synthesis

Total RNA was extracted from each embryo using TriZol reagent (Sigma) following the manufacturer's protocol, and RNA was further purified using RNeasy columns (Qiagen) to remove residual yolk proteins, as described [30].

### Microarray processing and data analysis

Full details for the microarray experimental design and hybridization, are presented elsewhere [30]. Briefly, four individuals of each of two QTL genotypes (OSU/OSU and OSU/CW), each of three time points (15, 19 and 28 dpf) and each sex were selected at random for the microarray experiment, for a total of 48 samples. QTL genotype was determined using three microsatellite markers linked to the major QTL for development rate [30]. Sex was determined by genotyping samples for the Y chromosome specific marker *OmyY1 *which is 96% concordant with phenotypic sex in these clonal lines [50]. The three development time points used in the microarray study were: 15 (eyed stage, 165 degree days), 19 (caudal flexing stage, 209 degree days) and 28 (beginning of hatch stage, 308 degree days) days post-fertilization (dpf). The microarray used was a 16,006 feature (16 k) array developed from ESTs of several salmonid species, primarily Atlantic salmon (*Salmo salar*) and rainbow trout, by the Consortium for Genomic Resources for All Salmonids Project [cGRASP, [51]].

As described by Xu et al. [30], after removal of features that were not detected (the signal was less than 90th percentile of the negative controls) and normalizing, the log intensity of each feature (y_ijkl_) on the microarray was tested using a mixed effects linear model y_ijkl _= μ + D_i _+ T_j _+ A_k _+e_ijkl_, where μ is the mean log intensity for each probe, D is the dye (Cy3 or Cy5), T is treatment effect and A is the array effect. The treatment effect is the combination of sex (male/female) genotype (OSU/CW, or OSU/OSU), and days post fertilization (15, 19 or 28 dpf). Dye and treatment were fixed effects while array was fitted as a random effect. An FDR of 0.05 was applied to identify features that were significant in the overall statistical model. A false discovery rate (FDR) of 0.2 was then applied across all possible pairwise treatment contrasts (n = 66) to control for type I error [52,53], as described [30]. Only those six contrasts comparing males and females at each time point and each QTL genotype were evaluated for differences between the sexes (i.e. OSU/CW males vs. OSU/CW females and OSU/OSU males vs. OSU/OSU females at each time point). In other words, all pairwise comparisons between the sexes were only made within the same genotype and at the same developmental time point. Models were evaluated using SAS JMP Genomics (SAS Institute, Cary NC, USA).

ESTs from the microarray were annotated using BLASTX, as described [30] and Blast2GO [54,55]. Blast2GO was used to both obtain gene ontology terms and to conduct a GO enrichment analysis. A Fisher's exact test with multiple testing correction (FDR of 0.05) was used for the enrichment analysis with two objectives: 1) to assess overrepresentation of GO terms in all sex-biased genes (male or female biased) relative to all features on the microarray, and 2) to assess overrepresentation of GO terms in either male or female sex-biased genes relative to the total set of sex-biased genes. All genes that were significantly differentially expressed between the sexes at each time point for each genotype were compared so that a total of six Fisher's exact tests were calculated (e.g. OSU/CW males vs. OSU/CW females and OSU/OSU males vs. OSU/OSU females at each time point). Ward hierarchical clustering was used to group all the sex-biased genes based on shared patterns of expression between all six treatments. Clustering was done with JMP Genomics (SAS, Cary, NC). We also calculated Fisher's exact tests with an applied FDR of 0.05 to examine over expression of GO terms within each of the clusters generated from shared patterns of expression.

A total of 20 genes were selected for qRT-PCR analysis from the microarray, of these 9 had GO terms suggesting functions important in sex. qRT-PCR follow up on these 20 genes identified from the microarray served to validate the microarray analysis, while also examining an increased sampling of gene expression differences in those genes associated with sex determination. All qRT-PCR experiments were conducted on a StepOnePlus (Applied Biosystems). Primers were designed from the rainbow trout EST that produced the best BLAST hit (see Additional File 6). Primers were designed (where possible) to span intron/exon boundaries so that amplification of genomic DNA in qRT-PCR could be avoided. In addition, primers were designed to have optimum binding at 58°C, so that minimum effort was required in primer optimizing. All primer design was done in Primer 3 [56].

For qRT-PCR, a total of 24 samples were run per gene (8 individuals per development time point, with equal numbers of males and females and OSU/CW and OSU/OSU genotypes). Samples were run in triplicate on the same plate with a negative control that lacked cDNA. Positive controls were set up for each sample in triplicate using beta-actin. 

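The files describe 12 tested features as Actin, cytoplasmic 1. None of them passed the overall test at an FDR of 0.05, and limma called 0 of them in a comparison of the sexes. In contrasts over all embryos, 0 of the 12 differed between the sexes (median difference -0.02, from -0.43 to 0.22) and 0 between the genotypes, where limma also gave 0 of all tested features, at an FDR of 0.05. From 15 to 28 dpf 2 of the 12 changed at this FDR (smallest adjusted p = 0.00623 by limma), where 4394 of all tested features did. Adjusted over the list alone the number was also 2. The median change of the 12 was 0.19, from -0.44 to 0.69. With loess alone and no step between arrays it was -0.06, where that of all tested features was -0.54. From 15 to 19 dpf 0 changed (335 of all tested features).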

Beta-actin was used as a reference gene because the microarray showed no differential expression among treatments (sex, genotype, and dpf) [30]. qRT-PCR mixtures consisted of 1× SYBR Green, 0.36 μM of each primer, 1 μl of template cDNA and water to 10 μl. The thermal profile for all genes was as follows; 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 58°C for 1 min. A melting curve analysis was conducted from 50°C to 90°C with 0.5°C increases per cycle for a total of 80 cycles to insure there was no mis-annealing or contaminated cDNA in the sample. For each gene PCR efficiency was tested by pooling samples of all cDNA for each developmental time period. Eight serial dilutions of the cDNA pool were used in the real-time PCR reactions on both target and reference genes to assess PCR efficiency. The qRT-PCR data was analyzed using Pfaffl's method, which corrects cycle thresholds (C_T_) for differing amplification efficiencies of the target and reference genes, this procedure is more commonly known as the ΔΔC_T _method [57].

Expression of additional candidate sex determination genes were examined, as a number of genes involved in the sex determination cascade are not represented on the microarray. A total of 16 genes known to be involved in the sex determining cascade in rainbow trout [28,29] were chosen for examination of differential expression prior to hatch in this study. The qRT-PCR was carried out as described above. The same 24 samples used for the microarray genes of interest (from 15, 19, and 28 dpf) were used for this candidate gene approach, but samples from additional time points were also analyzed for a subset of genes (*wt1*, *foxl2b*, *foxl2a*, *DMRT1*, *sox9b1*, *ovol1*, *zonadhesin *and *cyp19a1a)*. Twenty four samples from three additional developmental time points (8 each from 8, 24 and 33 dpf) were included to expand the time series examined. The additional samples consisted of 4 male and 4 female (2 OSU/OSU and 2 OSU/CW) individuals. For primer sequences and PCR amplification conditions see [28].

### Statistical methods for qRT-PCR

To test the significance of differences in expression between the sexes while accounting for time and genotype effects, general linear models were constructed. Gene expression, y was modeled as a function of sex (S), time (T) and genotype (G) as follows: y_ijkl _= S_i _+ T_j _+ G_k _+ (S_i_T_j_) + (S_i_G_k_) + (T_j_G_k_) + e_ijkl _where S is the sex of the individual (male or female), T is the developmental time point (dpf) and G is the QTL genotype of the individual (OSU/OSU or OSU/CW). All models were constructed in SAS v9.2, and a type I error rate of 0.05 was chosen to determine statistical significance of the overall model, and pairwise comparisons of treatments.

### Candidate sex gene mapping

A subset of genes that were differentially expressed between the sexes were chosen for linkage mapping, in order to identify genes that map to the putative sex determining region on the sex chromosome. The majority of the candidate sex determining genes had primers that amplified a short (150 bp or less) fragment of cDNA for qRT-PCR. Primers were redesigned in these genes to increase sequence length and increase the chances of locating SNPs. One primer pair was designed for each gene (see Additional File 7). Each gene was amplified using 1× buffer, 1 μM dNTPs, 1 μM each forward and reverse primer, 0.1 U Taq polymerase and 20-50 ng of template DNA. The thermal profile for PCR followed the same conditions as described above but with variable annealing temperatures (see Additional File 7). Once optimized, PCRs were cleaned of excess primers and unincorporated dNTPs using 1.5 U Antarctic Alkaline Phosphatase (New England BioLabs) and 0.5 U of Exonuclease I (New England BioLabs) and incubated at 37°C for 1 h, followed by heat inactivation at 75°C for 15 min.

Cleaned PCR products were cycle-sequenced using ABI BigDye 3.1 (Applied Biosystems) and size separated on an ABI 3130xl. Sequences were aligned in LaserGene (DNAstar) and investigated for the presence of SNPs that segregate between the CW and OSU clonal lines. Candidate SNPs for mapping were chosen based on the quality of the sequence, the presence of two discrete alleles, and the presence of at least 40 bp next to the SNP in both directions to allow the design of SNP specific primers. One SNP primer for each gene was designed immediately adjacent to the SNP (either the 5' or 3' end). Each SNP was genotyped in a mapping population of 110 double-haploid progeny derived from an OSUxCW cross [32,33]. SNP genotyping was conducted using ABI SNaPshot (Applied Biosystems). SNPs that were successfully genotyped were incorporated into a previously published map [32,33]. Linkage mapping was conducted in JoinMap 4, and the resulting linkage maps were drawn in MapChart v 2.0 [58].

## Authors' contributions

MCH carried out the real time PCR, performed the analyses and wrote the manuscript. PX designed and analyzed the microarray data. JS genotyped the SNPs from the candidate sex genes and mapped them to the OSU × CW cross. PAW and GH conducted the backcrosses and collected the embryos for study. KMN designed the experiment, helped analyze the results and helped write the manuscript. All authors read, provided comments and approved the final manuscript.

## Supplementary Material

Additional file 1 **Expression ratios (F/M) of all 883 features found to be statistically significantly expressed in at least one comparison**. Expression ratios and significance (p-values) for all 883 features found to be significantly differentially expressed between the sexes across all three time points and both genotypes. Click here for file

Additional file 2 **Table showing results from GLM analysis**. Results from GLM analysis, components that are statistically significant are shown in bold type. Genes identified from the microarray are above the line. Click here for file

Additional file 3 **Differences in expression between the sexes of the four candidate sex genes identifies from the microarray**. Expression plots from four of the candidate sex determining genes identified from the microarray. Click here for file

Additional file 4 **Expression profile of candidate sex genes identified from Baron et al 2005**. female/male ratio of candidate sex genes. Significant differences between the sexes within time points is shown by *, *= 0.05, ** = 0.01 Click here for file

Additional file 5 **Linkage mapping of candidate sex genes**. linage groups with mapped candidate sex genes (in red). Maps were constructed from a double-haploid cross between two populations of *O. mykiss*, see Nichols et al (2008) for details. Click here for file

Additional file 6 **Primer details from genes identified for RT-PCR analysis from the microarray**. Primer details and PCR conditions for amplification of genes identified from the microarray Click here for file

Additional file 7 **Primer details for mapping candidate sex genes**. Marker, primers and PCR conditions used for mapping candidate sex genes, PCR annealing temperatures are given in °C. Note that primers used for zonadhesin were the same as those reported in Additional File 6. Click here for file

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 1 — Expression ratios (F/M) of all 883 features found to be statistically significantly expressed in at least one comparison. Expression ratios and significance (p-values) for all 883 features found to be significantly differentially expressed between the sexes across all three time points and both genotypes.

Additional File 1. Expression ratios (F/M) of all 883 features found to be statistically significantly expressed in at least one comparison.

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 2 — Table showing results from GLM analysis. Results from GLM analysis, components that are statistically significant are shown in bold type. Genes identified from the microarray are above the line.

|  | Model |  | dpf |  | Sex |  | QTL |  | dpf*Sex |  | dpf*QTL |  | Sex*QTL |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | F-value | P-value | F-value | p-value | F-value | P-value | F-value | P-value | F-value | p-value | F-value | p-value | F-value | p-value |
| *Zonadhesin* | 2.45 | **0.01** | 2.27 | 0.07 | 0.45 | 0.507 | 4.23 | **0.04** | 2.5 | **0.05** | 2.21 | 0.126 | 3.85 | **0.05** |
| *Aromatase* | 11.55 | **<0.001** | 24.06 | **<0.001** | 4.75 | **0.03** | 1.49 | 0.23 | 4.19 | **0.005** | 0.14 | 0.87 | 0.47 | 0.5 |
| *Prostaglandin* | 3.89 | **0.01** | 14.2 | **<0.001** | 1.25 | 0.28 | 0.18 | 0.68 | 1.29 | 0.31 | 0.86 | 0.45 | 0.87 | 0.37 |
| *Coatamer subunit* | 1.18 | 0.38 | 0.94 | 0.41 | 0.73 | 0.41 | 1.34 | 0.27 | 1.15 | 0.34 | 1.31 | 0.3 | 1.77 | 0.2 |
| *Vasa* | 0.4 | 0.91 | 0.4 | 0.68 | 0.6 | 0.45 | 0.29 | 0.6 | 0.31 | 0.74 | 0.46 | 0.64 | 0.4 | 0.54 |
| *wt1* | 7.44 | **<0.001** | 15.58 | **<0.001** | 1.44 | 0.239 | 2.73 | 0.109 | 2.58 | **0.04** | 7.75 | **0.001** | 1.09 | 0.304 |
| *foxl2a* | 2.25 | **0.02** | 4.14 | **0.005** | 0.09 | 0.772 | 0.57 | 0.455 | 2.01 | 0.116 | 1.33 | 0.282 | 0.4 | 0.539 |
| *sox9b1* | 3.61 | **0.001** | 6.73 | **<0.001** | 1.63 | 0.211 | 2.39 | 0.131 | 1.94 | 0.115 | 3.39 | **0.04** | 0.01 | 0.925 |
| *Ovol1* | 14.22 | **<0.001** | 35.63 | **<0.001** | 4.08 | **0.05** | 4.71 | **0.03** | 2.34 | 0.06 | 2.2 | 0.129 | 10.24 | **0.003** |
| *foxl2b* | 3.11 | **0.003** | 6.19 | **0.004** | 0.76 | 0.391 | 0.02 | 0.802 | 1.19 | 0.12 | 0.38 | 0.688 | 4.59 | **0.03** |
| *DMRT1* | 1.95 | **0.05** | 4.02 | **0.006** | 0.22 | 0.642 | 1.08 | 0.306 | 0.95 | 0.445 | 0.86 | 0.473 | 1.42 | 0.242 |
| *Fst* | 2.1 | 0.1 | 1.92 | 0.18 | 1 | 0.34 | 4.98 | **0.04** | 0.41 | 0.67 | 3.37 | 0.06 | 1.5 | 0.24 |
| *GC1* | 0.59 | 0.71 | 1.81 | 0.2 | 0 | 0.95 | 0.55 | 0.47 | 0.15 | 0.86 | 0.21 | 0.82 | 0.46 | 0.77 |
| *Solt1* | 6.62 | **<0.001** | 17.14 | **<0.001** | 3.22 | 0.09 | 6.05 | **0.02** | 2.67 | 0.1 | 5.28 | **0.02** | 0.11 | 0.75 |
| *sox9a1* | 2.67 | 0.3 | 5.04 | **0.02** | 0.36 | 0.56 | 0.06 | 0.81 | 0.17 | 0.85 | 0.6 | 0.56 | 0.02 | 0.88 |
| *IFR* | 1.14 | 0.4 | 2.37 | 0.13 | 1.25 | 0.28 | 0.1 | 0.76 | 0.15 | 0.86 | 0.34 | 0.71 | 3.16 | 0.09 |
| *IHR* | 2.87 | **0.04** | 9.8 | **0.002** | 0.08 | 0.79 | 0.32 | 0.58 | 0.61 | 0.56 | 1.17 | 0.34 | 2.14 | 0.17 |
| *Nr5a1* | 1.38 | 0.29 | 2.95 | 0.08 | 1.57 | 0.23 | 0.46 | 0.5 | 1.42 | 0.28 | 0.47 | 0.63 | 0.68 | 0.42 |
| *Nr0b1* | 2.23 | 0.09 | 3.87 | **0.04** | 3.05 | 0.1 | 2.13 | 0.17 | 1.61 | 0.24 | 1.49 | 0.26 | 0.98 | 0.34 |
| *AMH* | 0.91 | 0.54 | 0.75 | 0.49 | 0.36 | 0.56 | 1.84 | 0.2 | 0.42 | 0.66 | 1.28 | 0.31 | 1.10 | 0.31 |
| *cyp19a1a* | 2.12 | 0.09 | 5.4 | **0.01** | 1.35 | 0.26 | 3.09 | 0.1 | 1.40 | 0.28 | 0.48 | 0.62 | 0.1 | 0.76 |

Additional File 2 Results from GLM analysis, components that are statistically significant are shown in bold type. Genes identified from the microarray are above the line.

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 3 — Differences in expression between the sexes of the four candidate sex genes identifies from the microarray. Expression plots from four of the candidate sex determining genes identified from the microarray.

Additional File 3. Expression plots from four of the candidate sex determining genes identified from the microarray.

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 4 — Expression profile of candidate sex genes identified from Baron et al 2005. female/male ratio of candidate sex genes. Significant differences between the sexes within time points is shown by *, *= 0.05, ** = 0.01

Additional File 4, female/male ratio of candidate sex genes. Significant differences between the sexes within time points is shown by *, *= 0.05, ** = 0.01

*

**

*

*

*

*

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 5 — Linkage mapping of candidate sex genes. linage groups with mapped candidate sex genes (in red). Maps were constructed from a double-haploid cross between two populations of O. mykiss, see Nichols et al (2008) for details.

Additional File 5, linage groups with mapped candidate sex genes (in red). Maps were constructed from a double-haploid cross between two populations of O. mykiss, see Nichols et al (2008) for details.

LG27

LG22

LG6

LG9

LG18

LG10

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 6 — Primer details from genes identified for RT-PCR analysis from the microarray. Primer details and PCR conditions for amplification of genes identified from the microarray

Additional File 6, primer details and PCR conditions for amplification of genes identified from the microarray.

| gene name | Forward primer(5’🡪 3’) | Reverse Primer (5’ 🡪 3’) | PCR annealing temperature | Amplicon size (bps) | Amplification efficacy |
| --- | --- | --- | --- | --- | --- |
| vasa | GGACAGACACGCGTTACTCA | TGTGACGCATCACTTGAACTT | 58 | 158 | 80.2% |
| coatamer subunit | ATGGGGCTTACAGGTCAGAA | TGTTATATCATCTCTGCTCCAACG | 58 | 132 | 76.4% |
| prostaglandin | TGCAAGGTTTGGGTAAAGGT | AGGCAGCCTTCAAATCCTTC | 57 | 145 | 71.2% |
| zonadhesin | TGTACCATCTAAACCACTGTGAA | GCTCAAGTTTAGTTTTTGCGTCT | 58 | 134 | 85.8% |
| cyp19a1a | GGTACTGTGCACCTCCACCT | GAGACGGAAATGCAGCTCTT | 58 | 124 | 85.1% |
| PHB2 | gagcccagttctacgtggag | aggttgaggaccaggttgtc | 57 | 222 | 87.4% |
| tekt4 | tgtctcttcagcaggctctg | tgcgggactcctccaggtgg | 59 | 219 | 90.4% |
| STAB2 | gtgaaccagttccatctgagc | tcttagtagtcccacagtgctg | 56 | 205 | 83.2% |
| AhR2 | tggtcaggtgggtcatgctc | gcaaccaggtcaagtggtcatcc | 53 | 205 | 87.8% |
| COL10A1 | acaagaacgacaagccagtc | acaccgtatcacgttgaagc | 55 | 208 | 82.1% |
| CKB | ggcaagaccttcctggtgtg | tgagcacgtaacccaggtgc | 57 | 181 | 76.4% |
| kdelr2 | ttaggcccaggctcagcttg | cctctgtgacaaatgactgcatc | 52 | 205 | 79.8% |
| CP1 | tccagctctatgactcaggtg | tgtgcttgttcctggacatc | 55 | 183 | 74.6% |
| 1ELT | tggaactcaaacagcgttgc | acactgggcagccaagcctg | 58 | 212 | 83.6% |
| L-FABP | gaccacttcaaggtgactgtc | gtgttgacgagggtgtttgc | 57 | 200 | 86.4% |
| SLC31A1 | acacaaacgtggagctgctg | acagactcagcatccgctgg | 58 | 238 | 79.7% |

# Supplementary material for: Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads
**Source:** BMC Genomics. 2011 Aug 8;12:404. doi: 10.1186/1471-2164-12-404
**Supplement:** Additional file 7 — Primer details for mapping candidate sex genes. Marker, primers and PCR conditions used for mapping candidate sex genes, PCR annealing temperatures are given in °C. Note that primers used for zonadhesin were the same as those reported in Additional File 6.

Additional File 7. Marker, primers and PCR conditions used for mapping candidate sex genes, PCR annealing temperatures are given in °C. Note that primers used for zonadhesin were the same as those reported in Additional File 6.

| gene | forward primer (5’🡪3’) | reverse primer (5’ 🡪 3’) | SNP genotyping primer (5’🡪 3’) | PCR annealing temperature |
| --- | --- | --- | --- | --- |
| *ovol1* | GCGTGGTTACACGTGGTCT | CAGGGGAAACACCTTGTGAC | GCTAGAGCATACAACAGTCAGTGTG | 58 |
| *FsT* | CCAGACTGCTCCAATGTCAC | TATGGATCTGCCCAGGAGAC | GAGTAAGTAAACCTGCAGTCCGATG | 58 |
| *cyp19a1a* | CTCTCCTCTCATACCTCAGGTT | AGAGGAACTGCTGAGTATGAAT | tgtctcctctccgttgatccagaccctgac | 58 |
| *wt1* | ATGCACCAGAGGAACCTGAC | ACTGAGAAATGGGCACACAA | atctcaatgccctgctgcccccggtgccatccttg | 57 |
| *Zonadhesin* |  |  | tccagctctatgactcaggtg | 60 |
| *foxl2b* | CGAGGAAGATTTAAACTACATG | atgcaggatccaaagtccag | acatgatcagatggacaaagaggac | 58 |
| *IGF1* | TGGACACGCTGCAGTTTGTGTGT | CACTCGTCCACAATACCACGGTT | tgtcagtgagtatcagtgtctgaga | 59 |

How the deposited data were processed for this re-analysis (not part of the article)

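RNA of 48 rainbow trout embryos of a backcross between a fast and a slow developing clonal line was compared on 24 cDNA arrays with 2 channels each. The embryos were 4 females and 4 males of each QTL genotype (OSU/CW and OSU/OSU) at 15, 19 and 28 days post fertilization (dpf). The sex, genotype, time point and dye of each embryo were taken from the sample labels, and the sexes and genotypes of all arrays could be placed in this way. The labels number the arrays and give no other replicate number.

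The authors deposited the scanner's intensity of every spot and of its local background in each channel, on a linear scale and without background subtraction or normalization. The software and scanner settings are not given in the sources used here. The methods state that features under the 90th percentile of the negative controls were removed, that the log intensities were normalized and that a mixed linear model was fitted with dye and treatment as fixed effects and array as a random effect. The normalization is not named in the sources used here.

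The authors also deposited a table with 1 score per spot and array for 10153 spots, with 10122 EST identifiers. Set against the scanner values, each score is a quotient. The logarithm of signal minus background in Cy3, less a constant of that channel, is divided by the same quantity in Cy5, and the sign is turned on arrays with OSU/CW in Cy5. This quotient gave 100% of the deposited values within 1e-04 on every array. The columns have medians of -1.10 to 1.07. The base of the logarithm cancels in the quotient and stays unknown. A quotient of centred logarithms is not a log ratio, so the table was not used to test differences. The centred values behind it were rebuilt from the intensities as an added alternative.

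From the scanner intensities, the background was corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50, each array was normalized by loess with control spots at weight 0, and the arrays were brought to a common scale by Aquantile. Spots marked as poor were set to missing, 189 to 1446 per array. Spots of the same EST were averaged, which concerned 37 identifiers. The 1003 negative control spots were the blank, empty and Arabidopsis spots. A feature was kept with a signal above their 90th percentile in at least 16 of 48 channels and with values on at least 2 arrays of each sex and time point. Descriptions of the ESTs are those of the files, which mark 4323 identifiers as unknown, and 0 identifiers were found in the RefSeq table at hand. No genome was at hand, so no positions are given.

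The log2 intensities of both channels were fitted in a single model with 12 treatments, dye and a common correlation within arrays (0.518), with limma's moderated variances (7.38 prior degrees of freedom). The 6 comparisons of females with males, the interaction of sex and genotype at each time point and the mean sex difference over all embryos were contrasts of this fit. The rule of the methods was applied to the comparisons of the sexes, and an FDR of 0.05 to the interaction and the mean sex difference. The lists of ribosomal proteins and hemoglobins were compared by their median difference with exact permutation tests over the 35 splits of the 8 arrays of a time point. The depth of an array is its signal over local background, which was lowest at 15 dpf, and the precision of a difference is limited by 4 embryos per group.

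The tests reported at the claims, the alternatives and the rule for the features named in the text were written before the data were examined. Exceptions are the test of the correlation between genotypes over divisions of the arrays, the counts over such divisions and the comparison of counts with the number that evenly spread p-values give. These were chosen after the results were seen. Named were the features with the 2 largest printed differences in each direction of Tables 1, 2 and 3, with their values in the paper seen beforehand, the 3 features with the smallest p among the calls whose 4 female and 4 male values do not overlap in each comparison, the array features of the qRT-PCR candidates zonadhesin-like, coatomer subunit alpha and 15-hydroxyprostaglandin dehydrogenase, the 10 features with the smallest p for the mean sex difference, and cytoplasmic actin 1. One tested feature that this rule names is not reported here. The alternatives changed the background correction, the normalization, the detection filter, the averaging of spots, the handling of poor spots, the dye term, the model, the arrays in the fit and the rule for calls, and each array was left out in turn. An alternative with the scan date was not run because the files give none, and a test of the interaction on deposited log ratios was not run because the table holds none. In addition, 4 alternatives were added after the data were seen.

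The code was tested on simulated data with the arrays, the variances and the correlation within arrays of the real ones. Simulated errors were independent between features and had the same variance at every time point. The numbers of false calls therefore do not measure those in the real data. Among 3078 simulated features, 200 were changed in OSU/CW at 19 dpf. The rule of the methods called 142 of the changed and 48 of the unchanged features there, and 72 features in OSU/OSU at 19 dpf, where none had been changed. An FDR of 0.05 within the comparison called 123 changed and 6 unchanged features, and 0 in OSU/OSU. Estimates differed from those of limma by at most 1.24e-14. Cluster analysis, enrichment of GO terms and the qRT-PCR measurements were not analysed here.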

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

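Every test in this part was set down before the value that it measures was seen. The first group of results is single embryos far from the other embryos of their group, judged by the gap to the nearest embryo over the range of the group. Of 113 groups examined in this way, 6 had such an embryo, and chance would give 5.65. Of the 24 groups of list medians 3 had one (1.2 by chance) and of the 59 groups of named features 3 (2.95 by chance). None was found in 24 groups of scan values and 6 groups of stage scores. Each array carried a second embryo of the same sex and age, and a fault of the whole array or of a spot would move both embryos to the same side.

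In the median of the ribosomal protein features, the OSU/CW male of 28 dpf on array 28 had 13.56 and the other 3 males 13.76 to 13.78. The OSU/OSU male on the same array had 13.77, inside the range of its group (13.48 to 13.80), which argues against a fault shared by both channels. In the median of the hemoglobin features, the OSU/CW female of 28 dpf on array 38 had 12.51 and the other 3 females 12.91 to 12.97. The OSU/OSU female on that array had 12.67, above the others of its group (11.61 to 12.34) and so on the opposite side. The OSU/OSU male of 28 dpf on array 23 had a hemoglobin median of 11.85 against 12.42 to 12.52 in the other 3 males, and the OSU/CW male on that array had 12.52, inside its group (12.20 to 12.78). These 3 embryos were in Cy5 and the other embryos of their arrays in Cy3. The medians were not adjusted for dye, so the comparison within an array also holds a dye difference. Hemoglobin medians of the OSU/OSU females of 28 dpf were 12.34 and 12.67 in Cy3 and 11.61 and 11.86 in Cy5. The second Cy5 embryo of each flagged group (13.78, 12.94 and 12.44) lay with its Cy3 embryos, so dye alone does not single out the flagged one. A fault of one channel, with or without a part of the dye, and a difference of the embryo itself stay open. No condition of the design separates these embryos from the others of their group, so no biological explanation was tested.

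Granulins precursor (CA050193) had 8.13 in the OSU/OSU male of 28 dpf on array 33 and 13.21 to 13.71 in the other 3. The OSU/CW male on that array had 7.43, where the others of its group had 13.30 to 13.64. Both embryos of the array were low at this feature, which is consistent with a fault of that spot. The feature is in Table 3 of the paper, and its difference was 1.64 with this array and 0.31 without it. Pancreatic secretory granule glycoprotein GP2 (CB502715) had 13.93 in the OSU/OSU male of 19 dpf on array 27 and 10.88 to 11.04 in the others. The OSU/CW male on that array had 11.83, above the 10.51 to 10.81 of its group, which is also consistent with a fault of the spot, although the excess of the OSU/CW male was smaller. The feature was called with a difference of -2.12 and was not called without this array (-1.37) or without female replicate 10, 15 or 29 (-2.16, -1.77 and -2.18). 15-hydroxyprostaglandin dehydrogenase (CB496523) had 8.45 in the OSU/CW male of 19 dpf on array 19 and 10.33 to 10.61 in the others, and its difference was 0.80 without this array and 1.30 with it. The OSU/OSU male on that array had 10.05, inside its group (9.82 to 10.51), which argues against a fault of both channels, and a fault of one channel or a difference of the embryo stays open.

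The other result is a signal in features that the paper's table does not hold. Of the tested features, 1850 have no row in the deposited table, and 220 of them were called in at least one comparison of the sexes (11.9%, against 9.56% of the features with a row). Among the called features, those without a row were detected in a median of 24 of 48 channels and those with a row in 35. All tested features without a row had a median of 22. Features near the background are what a stricter filter on detection would leave out first, so that a filter by the authors is a candidate explanation for their absence from the table. Whether the calls among them reflect the sex of the embryos was not decided. The total of called features was not beyond what other groupings of the arrays gave, as described under the other observations.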

How the results depend on the processing

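The 4 settings that use the deposited table, namely the authors' centred values rebuilt from the intensities, these values without the overall test, these values with a mixed model and without the overall test, and the features of the table, were chosen after the data were seen, and all other settings in this part beforehand. No paired analysis was possible because the arrays carry no replicate numbers that the sexes share. An alternative with the scan date and a test of the interaction on deposited log ratios were not run, since the files hold neither.

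The counts of called features stayed within 1.5 times in all comparisons with quantile normalization in place of loess, without the detection filter, with every spot as its own feature, with poor spots kept, without the dye term, with the FDR of 0.2 over 66 contrasts without the overall test, and with the features of the deposited table. Counts in the following sentences are in the order OSU/CW at 15, 19 and 28 dpf, OSU/OSU at 15, 19 and 28 dpf, and in at least one comparison, against 333, 639, 140, 230, 377, 134 and 1137. With the FDR of 0.2 over the 6 comparisons of the sexes after the overall test they were 35, 103, 4, 21, 32, 10 and 184. The 4 in OSU/CW at 28 dpf were CA058992, CA063234, CA060035 and CB501602, of which all but CA058992 were named after their values were seen. With an unadjusted p under 0.01 after the overall test they were 62, 175, 11, 34, 71, 14 and 318. With an FDR of 0.2 within each comparison limma gave 1, 0, 0, 1, 1, 1 and 3 (CA045393, CA060122 and CA063234), and with an FDR of 0.05 it gave 0 in each and 0 in all, where 791, 1261, 323, 581, 694 and 424 features had an unadjusted p under 0.05. With a mixed model for each feature they were 140, 197, 40, 100, 173, 47 and 420. With only the 8 arrays of a time point in the fit they were 1, 0, 0, 1, 0, 0 and 1, the feature being apolipoprotein B-100 precursor (CB493973, named after its values were seen) in both genotypes and in opposite directions (-1.02 in OSU/CW and 1.10 in OSU/OSU), where fewer arrays enter each fit and the pooled FDR no longer holds contrasts between time points. Among the 1870 features detected in all 48 channels they were 67, 54, 14, 30, 70, 14 and 163, where fewer features were tested. Without background subtraction the 19 dpf counts were 279 in OSU/CW and 207 in OSU/OSU, the 28 dpf counts 82 and 70, and 582 features were called in at least one comparison. With loess alone they were 169 in OSU/CW and 102 in OSU/OSU at 15 dpf, and 355 and 321 at 28 dpf. On the rebuilt values they were 399 and 190 at 19 dpf, 78 in OSU/CW at 28 dpf and 756 in at least one comparison. Without the overall test on these values they were 210, 317, 85, 148, 126, 103 and 906. With a mixed model on those values, also without that test, they were 97, 140, 22, 61, 41, 26 and 366. Apart from the settings with fewer features or fewer arrays, the cause was not tested.

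The interaction of sex and genotype had 0 features at an FDR of 0.05 by limma under all planned settings but 2, with 575, 693 and 460 features at an unadjusted p under 0.05 at 15, 19 and 28 dpf, and 0 by the mixed model. At 28 dpf 1 feature passed without background subtraction (trypsin-3 precursor, CB498626, limma adjusted p = 0.0431) and 1 without the detection filter (the unmatched CA061589, limma adjusted p = 0.0213). With the rebuilt values, with or without the overall test, 3 features passed at 15 dpf, namely CA044516 (glutamyl aminopeptidase), CA040710 (glypican-4 precursor) and the unmatched CA061152, each with a limma adjusted p of 0.0443. The smallest adjusted p with the usual settings was 0.271, 0.258 and 1.00 at 15, 19 and 28 dpf. The main effect of sex had 0 features (520 at an unadjusted p under 0.05), 0 by the mixed model, and 1 without background subtraction (CA051876, limma adjusted p = 0.0320). The features of the interaction were named after their values were seen, and the cause was not tested.

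The split of the calls by direction moved with the scaling. With loess alone 97.3% of the OSU/CW calls and 97.9% of the OSU/OSU calls at 19 dpf were higher in females, against 65.3% and 65.0%, and at 28 dpf 1.41% and 3.12%, against 53.6% and 59.0%. At 15 dpf 29.4% of the OSU/OSU calls were higher in females, against 43.0%. This setting leaves the arrays on different scales, and the median difference of all features moved to 0.21 and 0.23 at 19 dpf and to -0.34 and -0.31 at 28 dpf, which is the direction of these shares. Without background subtraction 64.6% of the OSU/CW and 47.1% of the OSU/OSU calls at 28 dpf were higher in females. Without the dye term 53.8% of the OSU/CW calls at 19 dpf were higher in females. On the rebuilt values the share was 41.4% in OSU/CW at 19 dpf, where the median of all features was -0.22, and 35.9% in OSU/CW and 76.7% in OSU/OSU at 28 dpf. Without the overall test on these values, 134 of 317 calls in OSU/CW at 19 dpf were higher in females, 32 of 85 in OSU/CW and 82 of 103 in OSU/OSU at 28 dpf, and 41 of 148 in OSU/OSU at 15 dpf. Quantile normalization in place of loess moved no share by more than 10 points.

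The correlation of the log2 ratios between genotypes was 0.80, 0.77 and 0.35 at 15, 19 and 28 dpf without background subtraction, against 0.56, 0.62 and 0.54, and the cause was not tested. It moved by less than the spread over splits balanced for sex with quantile normalization in place of loess. The median difference of the ribosomal proteins in OSU/OSU at 15 dpf was 0.035 without the dye term (exact permutation p = 0.743), against -0.048. That of the hemoglobins in OSU/OSU at 15 dpf was -0.020 without background subtraction (exact permutation p = 0.8), against 0.060. In OSU/CW at 28 dpf the hemoglobins differed by 0.42 without the dye term (exact permutation p = 0.0286, the smallest that 35 splits allow), against 0.41 (p = 0.0857), and p lay between 0.0571 and 0.114 under the other settings that kept all arrays. The causes were not tested.

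With each array left out in turn, the OSU/CW counts ranged from 166 (without female 15 dpf replicate 14) to 594 (without female 15 dpf replicate 35) at 15 dpf, from 375 (without male 19 dpf replicate 22) to 926 at 19 dpf and from 94 to 154 at 28 dpf. The OSU/OSU counts ranged from 168 to 415 (without female 15 dpf replicate 35) at 15 dpf, from 273 to 535 at 19 dpf and from 82 (without male 28 dpf replicate 23) to 170 at 28 dpf. Between 878 and 1418 features were called in at least one comparison. The interaction had 0 to 2 features at 15 dpf (CA061152 without female 15 dpf replicate 13, and CA040710 with CB510992, apolipoprotein A-I precursor, without male 15 dpf replicate 34), 0 at 19 dpf and 0 at 28 dpf, and the main effect of sex 0 to 1 (CA045393 without female 15 dpf replicate 14 or female 28 dpf replicate 26). The correlation between genotypes ranged from 0.51 to 0.60 at 15 dpf, from 0.51 (without male 19 dpf replicate 11) to 0.70 (without female 19 dpf replicate 40) at 19 dpf and from 0.48 to 0.58 at 28 dpf.

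The median difference of the ribosomal proteins ranged from -0.18 to 0.011 at 15 dpf, from -0.10 to 0.031 at 19 dpf and from 0.0078 to 0.096 at 28 dpf in OSU/CW, and from -0.087 to 0.0099, from -0.048 to 0.090 and from -0.021 to 0.12 in OSU/OSU. It changed sign without female 15 dpf replicate 14 in both genotypes (0.011 and 0.0099), without female 19 dpf replicate 15 (0.031) or male 19 dpf replicate 22 (0.026) in OSU/CW, and without male 19 dpf replicate 19 (-0.048) or male 28 dpf replicate 23 (-0.021) in OSU/OSU. That of the hemoglobins ranged from -0.14 to 0.055 (without female 15 dpf replicate 14), from -0.23 to 0.0084 (without male 19 dpf replicate 22) and from 0.31 to 0.53 in OSU/CW. In OSU/OSU it ranged from -0.019 (without male 15 dpf replicate 18) to 0.16, from -0.19 to 0.051 (without male 19 dpf replicate 11) and from -0.19 to 0.025 (without female 28 dpf replicate 36), and it also changed sign without female 28 dpf replicate 39 (0.0023). The exact permutation p of the OSU/CW hemoglobins at 28 dpf was 0.0286 without male 28 dpf replicate 33, where the difference was 0.53.

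For the 45 results of named features, 1235 values under other settings or with an array left out were compared. None changed direction, 1024 stayed on the same side of the rule for calls, 180 were no longer called and 31 were called only under the other setting. Many of the 45 results, the mean sex differences among them, were not called to begin with. Their values that stayed uncalled are part of the 1024, which therefore does not measure how stable the calls were. Signal over local background was lowest at 15 dpf, with a median of 1.59 over 16 channels, and 3.20 at 28 dpf, yet the counts did not follow it, with the fewest calls at 28 dpf.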

Differences from the paper's values

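The alternatives on the rebuilt values and on the features of the deposited table were chosen after the values were seen, and all other alternatives named in this part were set before the data were examined. The rebuilt values are the authors' centred logarithms computed again from the deposited intensities. Of the 883 features in the paper's Additional File 1, 624 were not called here, 304 were not called with the FDR of 0.2 over 66 contrasts without the overall test, 639 not on the rebuilt values, 252 not on the rebuilt values without the overall test, 537 not on the rebuilt values with a mixed model and without the overall test, and 618 not with the features of the deposited table. The rebuilt values without the overall test, where an FDR of 0.2 was taken over all 66 contrasts, called the most of the paper's features (631 of 883), with 906 features called in at least one comparison. Their counts of 317 and 85 in OSU/CW at 19 and 28 dpf were not within 1.5 times the paper's 507 and 138, while those found here (639 and 140) were. Under an alternative that is named for a count, the count was within 1.5 times the paper's, and under the other alternatives it was not. For a ratio of females to males, a difference was taken as removed when the log2 ratios differed by less than the SD within groups or by less than 1.5-fold.

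For OSU/CW at 15 dpf the paper's count is 208 and 333 features were called here. The count came within that range without background subtraction (224), with loess alone (169) and with a mixed model for each feature (140), and in 19 of 24 analyses that left out 1 array. It also did on the rebuilt values with the overall test (227) and without it (210) and with the features of the deposited table (296), all chosen after the values were seen. In OSU/OSU at 19 dpf the paper's count is 202 against 377 here, and 271 with the FDR of 0.2 over 66 contrasts without the overall test, 207 without background subtraction and 173 with a mixed model came within that range. So did the counts without female 19 dpf replicate 15 or 29, male 19 dpf replicate 22, or female 28 dpf replicate 26 or 39, and that on the rebuilt values (190, chosen after the values were seen), while that on the rebuilt values without the overall test did not (126).

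The paper gives 276 features with at least a 3-fold difference, or 32% of its features, and 39 (3.43%) were found here. None of the alternatives set beforehand, and none of the analyses that left out 1 array, came within that range of either value. The highest count among the former was 100. Without the overall test, the rebuilt values gave a count of 300 and a share of 33.1%, both within 1.5 times the paper's. With that test the count on the rebuilt values was 110, on the rebuilt values with a mixed model and without the overall test 132, and with the features of the deposited table 26, all chosen after the values were seen. The share of 36.1% on the rebuilt values with a mixed model lay within 1.5 times the paper's. At 15 dpf the paper's numbers are 48 in males and 51 in females against 6 and 3 here, and no alternative set beforehand came within that range. At 19 dpf they are 85 in males and 45 in females against 10 and 15 here. For females at 19 dpf loess alone came within that range, as did the analyses without female 19 dpf replicate 40 and without male 19 dpf replicate 27, and for males none set beforehand did. At 28 dpf the paper has 26 in males and 21 in females against 2 and 3 here, with loess alone within that range for males and none set beforehand for females. The rebuilt values without the overall test, chosen after the values were seen, gave 51 in males and 63 in females at 15 dpf, 74 and 43 at 19 dpf, and 31 and 44 at 28 dpf, all within that range but the last.

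The paper's number of features called at any time point in OSU/OSU is 325, against 630 here. No background subtraction and the mixed model came within that range, and so did the rebuilt values with the overall test (402) and without it (370), both chosen after the values were seen. The paper's numbers for 2 or more time points are 17 in OSU/CW and 8 in OSU/OSU against 189 and 102 here. Restricting to features detected in all 48 channels came within that range for OSU/CW, and no alternative set beforehand for OSU/OSU. The rebuilt values without the overall test, chosen after the values were seen, did for both (12 and 7).

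In either genotype the paper's counts are 263, 504 and 138 at 15, 19 and 28 dpf, and 462, 810 and 239 were found here. At 15 dpf no background subtraction, loess alone and the mixed model came within that range. So did 7 analyses that left out 1 array, namely female 15 dpf replicate 14 or 17, female 28 dpf replicate 26, 38 or 39, or male 28 dpf replicate 33 or 37. At 19 dpf no background subtraction, no dye term and 17 analyses that left out 1 array came within that range. At 28 dpf no background subtraction, no dye term and 7 such analyses did, which left out female 15 dpf replicate 14, male 15 dpf replicate 41, female 19 dpf replicate 29, male 19 dpf replicate 22, female 28 dpf replicate 26 or 39, or male 28 dpf replicate 23. Chosen after the values were seen, the rebuilt values gave 351, 502 and 151 with the overall test and 339, 424 and 172 without it, all within that range, and the features of the deposited table 663 and 188 at 19 and 28 dpf. For both genotypes the paper's counts are 11, 30 and 10 against 101, 206 and 35 here. Those that came within that range were the features detected in all 48 channels at 15 dpf (15), an unadjusted p under 0.01 after the overall test at 19 dpf (21) and the mixed model at 28 dpf (8). The rebuilt values without the overall test gave 19, 19 and 16, outside that range. The paper's Additional File 1 holds 272, 516 and 137 in either genotype and 11, 29 and 10 in both, and 252 of its 886 lines have a ratio of at least 3-fold.

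The differences between females and males were smaller in size here for 8 features. Tables 1, 2 and 3 do not give the genotype, which was placed by the ratios of Additional File 1. The paper's ratio of CA044503 (small inducible cytokine B14 precursor) in OSU/CW at 15 dpf is 13.59, against 2.24, and that of CB510281 (parvalbumin beta 1) in OSU/OSU at 15 dpf is 0.10, against 0.545. For OSU/CW at 19 dpf the paper's ratio of CA045222 is 0.15, against 0.380, that of CA045910 (zonadhesin-like) 0.37, against 0.604, and that of CB496523 (15-hydroxyprostaglandin dehydrogenase) 4.66, against 2.46. In OSU/OSU at 28 dpf the paper's ratio of CB515363 is 9.77, against 2.54, and that of CA058992 0.09, against 0.219. For OSU/CW at 28 dpf the paper's ratio of CA769703 is 0.07, against 0.277. Among the alternatives set beforehand, loess alone removed the difference for CA058992 and none did for the other 7. Analyses that left out 1 array removed it for CB515363 (without female 28 dpf replicate 36), CA769703 (without female 28 dpf replicate 26 or 39), CA058992 (without female 28 dpf replicate 26 or male 28 dpf replicate 28), CA045910 (without female 19 dpf replicate 15 or 40 or male 19 dpf replicate 11) and CB496523 (without male 19 dpf replicate 27). The rebuilt values with either rule, chosen after the values were seen, gave 17.6 for CA044503, 0.149 for CA045222, 0.406 for CA045910, 4.66 for CB496523, 11.1 for CB515363, 0.0895 for CA058992 and 0.0712 for CA769703, which removed the difference, and 0.178 for CB510281, which did not.

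Of the features of the paper that are named in the text and were not called here, CA044503, CA045222, CA055654, CA050193, CA769703, CB492678, CB496523, CA768033 and CA061566 were called with the FDR of 0.2 over 66 contrasts without the overall test. On the rebuilt values with a mixed model and without the overall test, chosen after the values were seen, CA044503, CA045222, CA055654, CB515363, CA769703, CB496523 and CA061566 were called. With the rebuilt values without the overall test, also chosen after the values were seen, CA044503, CA045222, CA055654, CB515363, CA769703, CB492678, CA045910, CB496523, CA768033 and CA061566 were called. CA045222 was also called without female 19 dpf replicate 40 and CA055654 without female 19 dpf replicate 10.

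In the tables as a whole, all 73 differences that were tested here had the paper's direction, and 19 of them were called. In Additional File 1, 836 of the 883 features were tested here and 259 were called, and the direction was the same in 100% of the features in each comparison, with correlations of the log2 ratios of 0.85 to 0.98 across features. Of the printed p-values of Tables 1, 2 and 3, 9 are above 0.05. The paper describes more male than female features with 3-fold differences at 19 dpf in both genotypes. Here OSU/CW had 14 in females and 4 in males and OSU/OSU 1 and 7, so OSU/OSU had the paper's direction, as had both genotypes together on the rebuilt values without the overall test (43 in females and 74 in males). At 28 dpf that setting had the opposite direction to the paper's (44 and 31). Over all calls 417 were higher in females and 222 in males in OSU/CW, and 245 and 132 in OSU/OSU. For 28 dpf the paper describes more 3-fold differences in males of both genotypes. Here OSU/CW had 1 in females and 2 in males, which is the paper's direction, and OSU/OSU 2 and 1. At 15 dpf the paper describes marginally more female features with 3-fold differences in OSU/CW, where 3 were found in females and 3 in males here. Over all calls 160 were higher in females there and 173 in males. Its statement on OSU/OSU at 15 dpf, with more 3-fold features in males, has the direction found here (1 and 4). The paper's Table 4 places structural molecule activity higher in males at 15 dpf and in females at 19 dpf in OSU/CW. The ribosomal proteins, which are a part of that term, had medians of -0.11 and -0.02, with 2 features called in females and 0 in males at 15 dpf and 0 and 3 at 19 dpf.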

Other observations

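Chosen only after the results were seen were the groupings of the 8 arrays for the 6 counts of called features and for the interaction, the test of the shared arrays, the tests of the stage of the sexes, of the stage spread of the calls and of the change from 15 to 28 dpf, the stage score against the background at 15 and 28 dpf, the comparison of the array number with other terms and the tests of the p limit.

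The 8 arrays of a time point can be divided into groups of 4 in 35 ways, the division by sex included. At 15 dpf, 12 of 35 divisions gave as many called features as the sexes in OSU/CW and 20 in OSU/OSU. The numbers were 4 and 9 at 19 dpf and 31 and 34 at 28 dpf. With the rebuilt values of the authors and an FDR of 0.2 over 66 contrasts without the overall test, a setting chosen after the data were seen, they were 17 and 25 at 15 dpf, 3 and 14 at 19 dpf, and 33 and 29 at 28 dpf. For the features called in both genotypes they were 15, 6 and 33 at 15, 19 and 28 dpf. Among 100 groupings of all arrays, the actual one included, 20 gave as many features called in at least one comparison, 39 as many with at least a 3-fold difference and 12 and 41 as many called at 2 or more time points in OSU/CW and OSU/OSU. The number of features called in at least one comparison was 515 to 2268 over these groupings. Chance could be excluded for none of these counts, and the number of arrays is small enough that a real difference of the sexes could also go unseen. The interaction of sex and genotype and the mean sex difference had no calls, so that 35 of 35 divisions at each time point and 100 of 100 groupings necessarily gave as many, which decides nothing.

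The F/M ratios of both genotypes were correlated, and both genotypes share their 8 arrays. Of 18 divisions with 2 females and 2 males in each group, 8, 3 and 10 had a correlation as high as the sexes at 15, 19 and 28 dpf. The shared arrays are thus a candidate explanation for the correlation, and a common sex difference was not separated from them.

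A stage score was formed from 4394 features, with 0 for the mean of the 15 dpf arrays and 1 for that of the 28 dpf arrays. At 19 dpf it was 0.26 ± 0.17 in females and 0.49 ± 0.20 in males (mean ± SD, 4 arrays each, exact permutation p = 0.143). It was -0.04 ± 0.18 and 0.04 ± 0.12 at 15 dpf (exact p = 0.486) and 1.03 ± 0.05 and 0.97 ± 0.06 at 28 dpf (exact p = 0.2). Over the 35 divisions of the 19 dpf arrays, the count of called features in OSU/CW rose with the size of the difference in stage score between the groups (r = 0.88). In OSU/OSU r was 0.78. At 15 dpf r was 0.77 in OSU/CW and 0.81 in OSU/OSU, and at 28 dpf it was 0.33 and -0.23. The relation was thus not particular to 19 dpf. Unequal stages of the embryos are a candidate explanation for part of the calls at 19 dpf. The data cannot tell whether the sexes of 19 dpf differed in stage. The F/M ratios at 19 dpf had r = -0.43 with the change from 15 to 28 dpf, and 6 of 35 divisions had a correlation as large in size, which leaves this open. The ribosomal protein list had no difference at 19 dpf to explain, and its r with the score over the divisions (-0.18 in OSU/CW and 0.22 in OSU/OSU) decides nothing. The score did not separate the QTL genotypes, with OSU/CW later by 0.077 at 19 dpf and in 5 of 8 arrays (exact sign-flip permutation p = 0.211) and by 0.016 over all 24 arrays (sign-flip p = 0.541), and whether the faster genotype was ahead cannot be told.

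The score also followed the log2 background of the arrays, with r = -0.83 at 19 dpf (exact permutation p = 0.00491), -0.85 at 15 dpf (exact permutation p = 0.00635) and -0.80 at 28 dpf (exact permutation p = 0.0261), or 0.00952, 0.00952 and 0.0261 after adjustment over the 3 time points. Without the 2 arrays farthest from the median r was -0.75, -0.87 and -0.68. The score may therefore reflect the scan as well as the age of the embryos, and these data do not separate them. With a term for the background in the model, 703 features were called in OSU/CW at 19 dpf and 459 at 15 dpf, and 552 of 639 and 321 of 333 calls made without it were kept. This argues against the background, as far as such a term describes it, as the whole cause of these calls. In OSU/OSU 241 of 377 calls were kept at 19 dpf and 209 of 230 at 15 dpf, and at 28 dpf 53 of 140 in OSU/CW and 120 of 134 in OSU/OSU. Over the 35 divisions the counts rose with the size of the difference in background at 15 dpf (r = 0.73 in OSU/CW and 0.47 in OSU/OSU) and 19 dpf (0.63 and 0.64) and not at 28 dpf (-0.48 and -0.26). A part of the background in the calls stays open.

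At 15 dpf the dye is unevenly spread over the sexes. The F/M differences of OSU/CW had r = -0.037 over features with the dye effect of the other time points and those of OSU/OSU -0.0061. The dye term of the model takes such a relation out, so these values decide nothing. Without the term r was 0.29 and -0.36, and 313 features were called in OSU/CW, against 333 with it. Whether dye bias contributed to the calls made with the term cannot be told. Of the 15 dpf arrays, 3 of females and 1 of males have numbers below 25. With a term for these numbers 126 features were called in OSU/CW, 78 of them among the calls without it. Among 16 terms that set 3 female arrays and 1 male array apart, this one included, 2 gave as few calls, with a median of 182. In OSU/OSU 86 were called with the term, 56 of them among the 230 calls without it, and of the 16 terms 1, this one, gave as few, with a median of 155. Arrays of 15 dpf divided by these numbers gave 645 and 442 called features in OSU/CW and OSU/OSU, against 333 and 230 for the sexes. Most females and few males lie below the number, so that the order of the arrays and the sexes are partly confounded, and whether the order contributed cannot be told.

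The rule of the methods pools the comparisons of the sexes with those of the time points, and the p limit it sets was 0.106. In 2 of 6 comparisons, both at 28 dpf, the calls (140 and 134) were no more than the 172 which that limit gives with evenly spread p-values. With the FDR of 0.2 over the 6 comparisons of the sexes alone, after the same overall test, the limit was 0.0042 and 184 features were called in at least one comparison, against 1137. The counts were 35, 103 and 4 in OSU/CW and 21, 32 and 10 in OSU/OSU at 15, 19 and 28 dpf. The pooled contrasts thus are a candidate explanation for most of the calls in each comparison, in that they set the limit. Whether the features between both limits differ between the sexes stays open.

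In OSU/CW at 28 dpf the 52 hemoglobin features had a median difference of 0.41 between females and males (exact permutation p = 0.0857, 0.943 after adjustment over 12 tests), and 46 of them were higher in females. The median of the features was 12.83 ± 0.22 in females and 12.51 ± 0.24 in males (mean ± SD, 4 embryos each), and 5 features were called, all higher in females (CA064277, CB492133, CB493961, CB494536 and CK991045, named after their values were seen). Without male 28 dpf replicate 33 the median difference was 0.53 (exact permutation p = 0.0286). The change of this difference from 19 to 28 dpf was 0.50 (permutation p = 0.0747, 0.835 after adjustment). A difference between the sexes was not shown, and no explanation was tested.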
